# Global transcriptional and circadian regulation in a halotolerant cyanobacterium *Halothece* sp. PCC7418

**DOI:** 10.1038/s41598-022-17406-6

**Published:** 2022-08-12

**Authors:** Rungaroon Waditee-Sirisattha, Hiroshi Ito, Hakuto Kageyama

**Keywords:** Microbiology, Molecular biology

## Abstract

Substantial evidence has been accumulated about the molecular basis underlying halotolerance; however, insights into the regulatory networks for relevant genes and mechanisms of their interplay remain elusive. Here, we present a comprehensive transcriptome investigation, using RNA sequencing, of specific metabolic pathways and networks in a halotolerant cyanobacterium, *Halothece* sp. PCC7418, including the circadian rhythm profile. Dissecting the transcriptome presented the intracellular regulation of gene expressions, which was linked with ion homeostasis, protein homeostasis, biosynthesis of compatible solutes, and signal transduction, for adaptations to high-salinity environments. The efficient production and distribution of energy were also implicated in this acclimation process. Furthermore, we found that high-salinity environments had a dramatic effect on the global transcriptional expression regulated by the circadian clock. Our findings can provide a comprehensive transcriptome for elucidating the molecular mechanisms underlying halotolerance in cyanobacteria.

## Introduction

Cyanobacteria are widely distributed in nature, with some species capable of growing in unusual or extreme environments. *Halothece* sp. PCC7418 (originally identified as *Aphanothece halophytica*^1^; hereafter referred to as *Halothece*), isolated from the Dead Sea, is classified as a halotolerant cyanobacterium and shows a remarkable salt tolerance up to 3 M NaCl^2^. The biosynthesis and accumulation of the compatible solute glycine betaine (GB) is one of the molecular mechanisms that mediates a high degree of salt tolerance. The biosynthetic pathway of GB is already known; it is synthesized via a three-step methylation reaction using glycine as a precursor^3^. GB adapts an organism’s internal osmotic pressure to the extracellular environment. Mycosporine-2-glycine (M2G), a multifunctional compound, has also recently been suggested to function as a compatible solute^4^; however, the intracellular content of M2G in *Halothece* is extremely low compared to GB (It can also be confirmed in Fig. S9 of this paper), so it might be of low physiological importance as a compatible solute. Strategies to prevent the influx of excess sodium ions into the cell are also important. It has been shown that the Na^+^/H^+^ antiporter and the ATP-driven Na^+^-pump (Na^+^-ATPase) are involved in salt-tolerance mechanisms^2,5,6^. Despite several important strategies for salt tolerance having been clarified, the comprehensive intracellular regulation and interlinked pathways that trigger salt-tolerance mechanisms are still being uncovered. For example, how is the energy homeostasis (consumption vs compensation) maintained, a fundamental requirement for adaptation to high-salt levels? How is glycine provided, which is required for the production of large quantities of GB and M2G? Does salt stress affect circadian timekeeping mechanisms?

Considerable progress has been made in our understanding of the molecular, cellular, and physiological mechanisms involved in salt tolerance in *Halothece*. The subsistence of cyanobacteria is directly dependent upon light, therefore a comprehensive understanding of metabolism in cyanobacteria requires the effects of light–dark cycles and circadian regulation to be taken into account. A further important challenge is how the circadian clock molecularly implements salt-specific responses. Here, we conducted an intensive comparison of genome-wide transcriptional expression patterns in *Halothece* adapted to low- and high-salt concentrations under light–dark cycles prior to switching to continuous light. We then proposed a molecular network model for acclimation to high-salinity environments. In this model, energy production; protein turnover; primary and secondary metabolic pathways; ion efflux and influx; and signaling pathways, including the circadian clock, are interlinked to trigger salt-tolerance mechanisms and enable cells to withstand high-salt concentrations.

## Results and discussion

### Global transcriptional landscape in salt-acclimated *Halothece*

To compare global transcriptional regulation of *Halothece* growing under high (2.5 M) and low (0.5 M) NaCl conditions, we conducted RNA-sequencing (RNA-seq) analysis. 

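The cells were grown in BG11 medium with Turk Island salt solution and 0.5 or 2.5 M NaCl, for 10 days in LL at 30 °C and then for 2 cycles of 12 h light and 12 h dark, before they were moved to LL and harvested after 4, 10, 16, 22, 28 and 34 h. With 2 independent experiments per salt, this gives 4 cultures and 24 libraries, made from RNA after removal of rRNA and read as paired-end 200-bp sequences. For every library, the authors deposited the counts of reads per gene, the TPM values and the gene lengths for 3843 genes. The genome build, the strand setting and the treatment of reads that map to several places are not given in the sources used here. Total counts ran from 10374020 to 13653876 per library at 0.5 M NaCl (median 11746090, 12 libraries) and from 14409046 to 18603965 at 2.5 M NaCl (median 17236285, 12 libraries), so that the ranges of the salts do not overlap. The difference between the salts was measured in a pair of ways. The ratio of TPM values averaged over LL16, LL22, LL28 and LL34 is the paper's measure. The test was edgeR's quasi-likelihood test on the counts of each culture summed over the same 4 times, with TMM normalization, 2 cultures against 2, and it covered 3835 genes with Benjamini-Hochberg adjustment. Log2 fold changes are those of this test, 2.5 M over 0.5 M NaCl. Levels are counts per 1000000 (CPM) after TMM normalization, given as the mean ± SD of 2 cultures. The standard error (SE) given with a log2 fold change comes from the spread of log2 CPM between the 2 cultures of each salt. It is not that of the fitted model behind the adjusted p, so the ratio of fold change to SE need not match that p. The median log2 ratio over all genes was 0.59 on the TPM scale and 0.0043 after the TPM values were rescaled by TMM factors, so a log2 TPM ratio stands about that much above the log2 fold change of the same gene. On simulated data with 3836 genes, the test called 97 of 100 genes with a log2 fold change of 1 and 100 of 100 with a log2 fold change of 2, and 3.43% of its 204 calls were genes simulated without a change. The common biological coefficient of variation was 0.118. Of 50 gene lists, 20 are those of Table S2 and 30 were drawn from product names, and for every list the counts adjusted over the list alone equalled those adjusted over all genes tested. Each list was compared with the other genes by camera at a preset correlation of 0.01, which called 14 lists, none of which was called with an estimated correlation. With 4 cultures, the version with an estimated correlation has few residual degrees of freedom, and no list passed it. NAD(P)H-quinone oxidoreductase lost its call at an estimated correlation of −0.013, below the preset. A call lost there thus does not show that correlation between genes had made it. Genes of Table S2 were joined to the deposited tables through the values of Dataset S1 or, for 116 of 289 genes, by product name and log2 TPM ratio, and 23 were not joined.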

To identify differentially expressed genes (DEGs) under high-salinity conditions, we used the average transcripts per million (TPM) values at four time-points under continuous light (LL) conditions, to control for changes in transcript levels that are due to endogenous circadian rhythms. Two independent experiments were performed (Fig. S1A and S1B), and the average values were used for comparison. The sampling regime is illustrated in Fig. 1A. The growth rates of these cultures were shown in Figure S1C and S1D. 

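*H0556*, of the formate/nitrite transporter family, rose from 13.2 ± 2.69 CPM at 0.5 M NaCl to 219 ± 47.9 at 2.5 M NaCl (SD, n = 2 cultures), a log2 fold change of 4.05 (SE 0.31, adjusted p = 4.46e-06). *H0555*, a cyanase, which releases ammonia from cyanate, had a log2 fold change of 4.02 (SE 0.12, adjusted p = 2.72e-06), and *PCC7418_RS11880*, annotated as nitrate reductase, of 3.55 (SE 0.073, adjusted p = 2.73e-06). The largest increase among genes with at least 10 TPM in the salt where they are higher and the same direction in both experiments was that of *PCC7418_RS17650*, a transporter of the major facilitator superfamily, at 4.19 (SE 0.26, adjusted p = 3.29e-06). The largest decrease among such genes was that of *H0369*, a protein with a cadherin-like domain, from 1777 ± 264 to 15.7 ± 0.0515 CPM, a log2 fold change of −6.82 (SE 0.15, adjusted p = 2.03e-06). Small heat shock proteins of the Hsp20 family, which bind unfolded proteins, moved in both directions: *H0253* rose, at 3.52 (SE 0.19, adjusted p = 4.95e-06), and *H1472* fell, at −6.38 (SE 0.087, adjusted p = 2.03e-06). *H1823*, a universal stress protein, fell, at −4.77 (SE 0.23, adjusted p = 2.90e-06). By edgeR's quasi-likelihood test, 1447 genes rose and 1469 fell at an adjusted p under 0.05. On the ratio of averaged TPM values, 1413 of the 3843 genes were at a log2 ratio of 1 or more and 469 at −1 or less, which is 75.1% higher among those past the threshold. After rescaling of the TPM values by TMM factors, the same thresholds held 786 and 881 genes, or 47.2% higher.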

Using the criterion of log2|fold change| (log2|FC|) ≥ 1, 1368 upregulated genes and 446 downregulated genes were identified from a total of 3843 genes (Fig. 1B and Table S1). 

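Genes with the largest fold changes in either direction included binding proteins, enzymes and hypothetical proteins. *PCC7418_RS18290*, a chlorophyll a-b binding protein, rose from 167 ± 11.6 to 2174 ± 385 CPM (SD, n = 2 cultures), a log2 fold change of 3.70 (SE 0.19, adjusted p = 3.88e-06) from edgeR's quasi-likelihood test. The alpha/beta hydrolase *H0367* rose, at 3.78 (SE 0.025, adjusted p = 2.72e-06), as did *H0368*, an N-acetyltransferase of the GNAT family, at 3.62 (SE 0.13, adjusted p = 2.90e-06). The hypothetical protein *H1352* fell from 5918 ± 1275 to 171 ± 11.6 CPM, a log2 fold change of −5.11 (SE 0.23, adjusted p = 2.90e-06). *PCC7418_RS11375*, of the hemerythrin family, whose members bind oxygen through iron, fell, at −4.95 (SE 0.35, adjusted p = 3.88e-06), and so did *H0805*, a host attachment protein, at −4.56 (SE 0.16, adjusted p = 2.72e-06). Other large decreases were those of the hypothetical proteins *PCC7418_RS17260* at −4.76, *PCC7418_RS20485* at −4.74 and *PCC7418_RS17825* at −4.48. A log2 TPM ratio of 2 or more was found for 463 genes and of −2 or less for 108, which is 81.1% higher. Rescaled by TMM factors, the numbers were 164 and 268, or 38.0% higher.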

When the criterion of log2|FC|≥ 2 was used, 402 highly upregulated and 93 highly downregulated genes were extracted. In comparison, in salt-acclimated moderately halotolerant cyanobacterium *Synechocystis* sp. PCC6803, 147 upregulated and 228 downregulated genes were extracted from 3079 genes, using a DNA microarray, at a threshold value of log2|FC|≥ 1^7^ (Table S1). In another example, RNA-seq analysis using salt-acclimated *Prochlorococcus* found 31 upregulated genes and 38 down-regulated genes from a total of 1959 genes, using the criterion log2|FC|≥ 2^8^ (Table S1). Thus, *Halothece* exhibited a large proportion of upregulated genes, suggesting this organism has a unique salt-tolerance mechanism. 

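The make-up of the transcript pool differed between the salts. Genes shorter than 300 bases held 41.4% of all TPM at 0.5 M NaCl and 28.4% at 2.5 M NaCl. The 10 genes most abundant over all libraries, listed after their values were seen, held 23.8% and 13.7%. The most abundant of them, *H0334*, with a DUF1257 domain, was at 54025 ± 7237 TPM at 0.5 M NaCl and 16762 ± 3948 TPM at 2.5 M NaCl (SD, n = 2 cultures). *PCC7418_RS14510*, with a 2Fe-2S iron-sulfur cluster binding domain, was at 42877 ± 7639 and 14308 ± 971 TPM, and *PCC7418_RS10765*, the small cytochrome b6f subunit PetG, at 23991 ± 1745 and 7965 ± 1002 TPM. *H1294*, a prepilin-type protein of the kind that forms type IV pili, rose from 9024 ± 694 to 23568 ± 1870.1 CPM, a log2 fold change of 1.38 (SE 0.11, adjusted p = 2.42e-04) from edgeR's quasi-likelihood test. Because TPM values of a library add up to a fixed total, these shares enter the TPM ratio of every other gene. Recomputed without these 10 genes, TPM ratios placed 1195 genes at a log2 ratio of 1 or more and 569 at −1 or less, or 67.7% higher. From the large proportion of upregulated genes, set beside counts published for *Synechocystis* and *Prochlorococcus*, the paper proposes that *Halothece* has a salt-tolerance mechanism of its own.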

The list of all up- and down-regulated genes is shown in Dataset S1.

**Figure 1:**
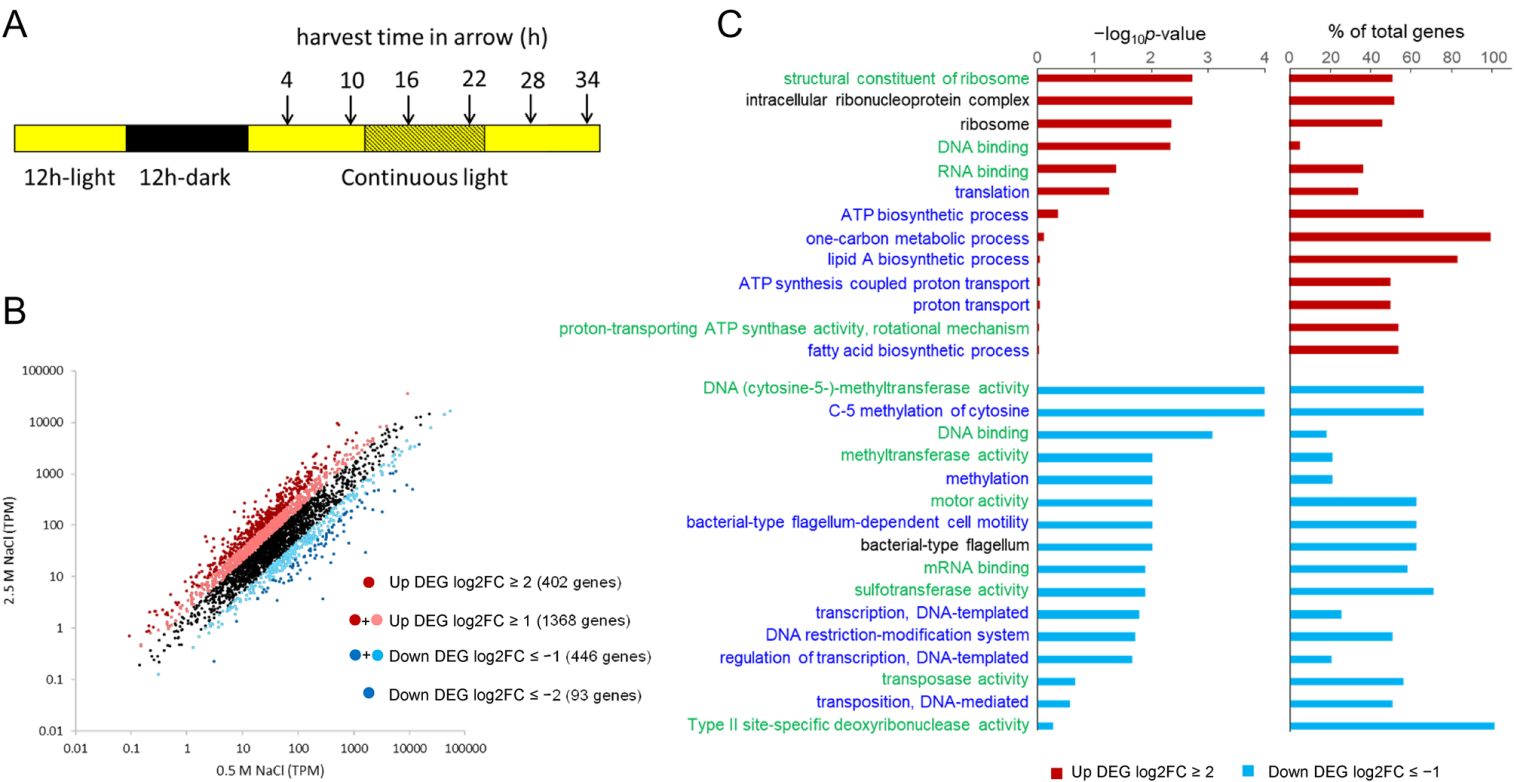
The gene expression pattern in high-salt-acclimated *Halothece* and GO analysis of DEGs. (**A**) Light–dark regimens and harvesting times. The hatched box indicates subjective night. (**B**) Scatter plot of RNA-seq data for low salt-acclimated cells vs. high-salt-acclimated cells. The details are given in the text. (**C**) GO analysis. There were 402 highly upregulated (log2FC ≥ 2) and 446 downregulated (log2FC ≤  − 1) genes analyzed. GO terms with *p* values ≤ 0.1 were selected, and GO terms with 0.1 < *p* value < 0.5 and with the percentage of DEGs out of the total number of genes exceeding 50% were listed. Blue, green, and black letters denote the Gene Ontology subcategories of biological processes, molecular functions, and cellular components, respectively.

DEGs were submitted for refinement and functional clustering analysis based on Gene Ontology (GO). 

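Genes for ribosomal proteins, which build the particles that translate mRNA, mostly rose at 2.5 M NaCl. Of 55 tested, 40 rose, 7 fell and 8 did not pass edgeR's quasi-likelihood test, with the same counts when adjusted over the list alone. The 50S protein L13, *H3161*, rose from 94.7 ± 13.8 to 627 ± 54.1 CPM (SD, n = 2 cultures), a log2 fold change of 2.73 (SE 0.17, adjusted p = 5.36e-06). The 30S proteins S3, *H3141*, and S17, *H3144*, had log2 fold changes of 2.55 (SE 0.22, adjusted p = 7.88e-06) and 2.54 (SE 0.21, adjusted p = 7.20e-06). Against the direction of the list, L28, *H0302*, fell from 7679 ± 617 to 1270.1 ± 113 CPM, at −2.60 (SE 0.12, adjusted p = 8.76e-06), and S21, *H2435*, named after its values were seen, fell at −2.48 (SE 0.090, adjusted p = 7.72e-06). *H0302* has 237 bases. Of the 499 genes under 300 bases that were tested, 318 fell and 86 rose, with a median log2 fold change of −0.93. The median log2 fold change of the list was 1.46 and the mean 1.08. The list stood above other genes by camera (adjusted p = 2.80e-06), with an adjusted p = 0.600 with an estimated correlation. On the paper's measure, 28 of the 55 genes, or 50.9%, had a log2 TPM ratio of at least 2, against 12.0% of all genes. Fisher's exact test gave an adjusted p = 1.44e-10, adjusted over 50 lists and all fold thresholds together. The list is that of Table S2, which the study chose on these samples, so its counts are not independent evidence of its direction. The Gene Ontology terms of the paper were not analysed here.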

The functional categories of DEGs revealed that the 402 highly expressed genes (log2FC ≥ 2) included factors involved in ribosomes (GO:0,003,735, 0,005,840), nucleic acid binding (GO:0,030,529, 0,003,677, 0,003,723), and translation (GO:0,006,412) (Fig. 1C). Regarding ribosomes, DNA microarray analysis has shown that salt stress increases the expression of some genes for ribosomal proteins (*rpl2*, *rpl3*, and *rpl4*) in *Synechocystis* sp. PCC6803^7^. In addition, there was a large percentage of upregulated genes belonging to categories that included ATP production (GO:0,006,754, 0,015,986, 0,046,933), one-carbon metabolic pathway (GO:0,006,730), proton transport (GO:0,015,986, 0,015,992, 0,046,933), and lipid biosynthesis (GO:0,009,245, 0,006,633). On the other hand, the 446 genes whose expression was repressed (log2FC ≤  − 1) included diverse categories, such as methylation (GO:0,003,886, 0,090,116, 0,008,168, 0,032,259), nucleic acid binding (GO:0,003,677, 0,003,729), molecular motors (GO:0,003,774, 0,071,973, 0,009,288), sulfotransferase (GO:0,008,146), DNA transposition (GO:0,004,803, 0,006,313), transcription (GO:0,006,351, 0,006,355), and nuclease (GO:0,009,307, 0,009,036) (Fig. 1C).

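Genes of fatty acid synthesis rose together at 2.5 M NaCl, with 12 of 13 higher, 0 lower and 1 not past edgeR's quasi-likelihood test, and the same counts when adjusted over the list alone. The malonyltransferase *PCC7418_RS16890*, which loads malonate onto the acyl carrier protein, rose from 82.9 ± 1.97 to 466 ± 32.6 CPM (SD, n = 2 cultures), a log2 fold change of 2.49 (SE 0.075, adjusted p = 4.38e-06). The beta-ketoacyl-ACP synthase *PCC7418_RS16895*, which starts acyl chains, had 2.34 (SE 0.11, adjusted p = 6.18e-06), the biotin carboxylase *PCC7418_RS16185* 2.18 (SE 0.078, adjusted p = 5.29e-06), and the dehydratase FabZ, *PCC7418_RS12310*, 1.94 (SE 0.11, adjusted p = 9.10e-06). In lipid A synthesis, which makes the lipid anchor of the outer membrane, 3 of 4 genes rose and 1 fell. The disaccharide synthase *PCC7418_RS12300* rose at 2.61 (SE 0.18, adjusted p = 5.36e-06), the O-acyltransferase *PCC7418_RS12305* at 2.20 (SE 0.086, adjusted p = 5.36e-06) and the deacetylase *PCC7418_RS12315* at 1.79 (SE 0.089, adjusted p = 1.01e-05), and the N-acyltransferase *H0111* fell at −1.08 (SE 0.058, adjusted p = 8.30e-05). The median log2 fold change was 1.499 for fatty acid synthesis (camera, adjusted p = 2.28e-04, and adjusted p = 0.600 with an estimated correlation) and 1.99 for lipid A synthesis (camera, adjusted p = 0.0670). Among genes with a log2 TPM ratio of at least 2, Fisher's exact test gave adjusted p = 0.000690 for 8 of 13 genes of fatty acid synthesis and 6.06e-05 for 8 of 10 genes of the H+-ATPase. The values were 0.00112 for 6 of 8 genes of one-carbon metabolism and 0.0633 for 3 of 4 genes of lipid A synthesis. The lists of the H+-ATPase and of one-carbon metabolism come from Table S2 and were chosen by the study on these samples. Those of fatty acid and lipid A synthesis were drawn from product names. The paper reports lipid biosynthesis among its upregulated categories in the same samples, so these lists are not independent evidence of direction either.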

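Genes of mobile DNA and of DNA modification fell at 2.5 M NaCl. Of 89 genes for transposases and other mobile element proteins, which move DNA segments within the genome, 78 fell and 4 rose, with the same counts when adjusted over the list alone. *PCC7418_RS14100*, a transposase, fell from 6789.5 ± 120.0 to 249.8 ± 11.5 CPM (SD, n = 2 cultures), a log2 fold change of −4.76 (SE 0.050, adjusted p = 2.72e-06), and *H1263*, a *tnpB* accessory protein, fell at −3.27 (SE 0.068, adjusted p = 3.17e-06). The exceptions, named after their values were seen, were *H1081* at 0.94, *H1919* at 0.74, *PCC7418_RS15345* at 0.64 and *PCC7418_RS08950* at 0.62. Of 29 genes for DNA methyltransferases and restriction enzymes, 25 fell, among them the restriction endonuclease *PCC7418_RS18040* at −3.14 (SE 0.072, adjusted p = 2.90e-06) and the cytosine methyltransferase *PCC7418_RS18035* at −2.93 (SE 0.070, adjusted p = 2.90e-06), with the methyltransferases *PCC7418_RS18115* and *H0094* at −2.24 and −2.20, and 1 rose, *PCC7418_RS14870*, at 0.86, named after its value was seen. All 14 of 14 sulfotransferase genes, whose enzymes transfer sulfate groups, fell by edgeR's quasi-likelihood test, with *H1297* at −3.00 (SE 0.068, adjusted p = 2.90e-06), *H1234* at −2.08 (SE 0.11, adjusted p = 6.53e-06), *PCC7418_RS13695* at −2.13 and *PCC7418_RS20295* at −2.11. The only gene in the list of flagellum and motor annotations was *H0172*, a proton channel protein of the MotA/TolQ/ExbB family, which fell at −1.33 (SE 0.018, adjusted p = 6.86e-05), 1 of 1. Median log2 fold changes were −1.52 for mobile elements (camera, adjusted p = 1.32e-12), −1.20 for methyltransferases and restriction (6.19e-06) and −1.88 for sulfotransferases (3.41e-06), each with an adjusted p = 0.600 with an estimated correlation. On the TPM scale the medians were −0.94, −0.61 and −1.30, also below 0. A log2 TPM ratio of −1 or less was found for 39 of 89 mobile element genes, 43.8% against 12.2% of all genes (adjusted p = 8.53e-12, Fisher's exact test). Reads that map to several similar transposase genes cannot be told apart by gene, and how they were counted is not given in the sources used here. The paper reports methylation, molecular motors, sulfotransferase, DNA transposition and nuclease among its repressed categories in these samples. The lists of this paragraph, though drawn from product names, are therefore not independent evidence of direction.

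**Figure D1:**
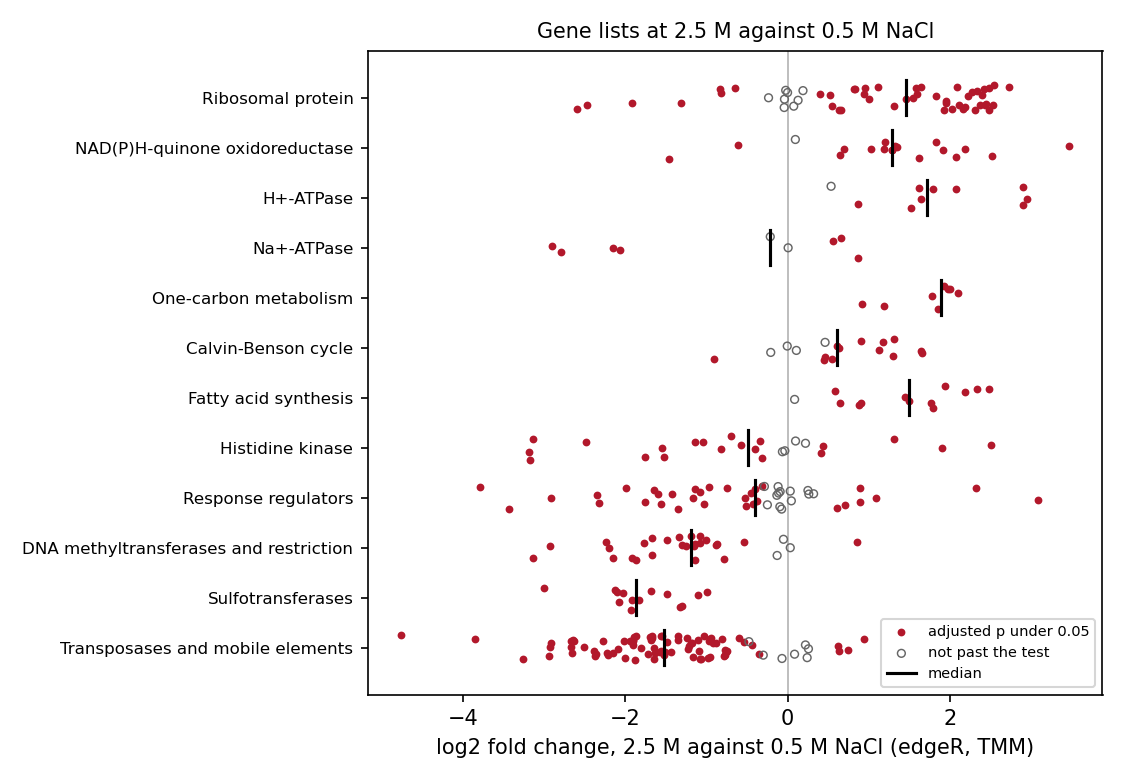
Log2 fold change at 2.5 M against 0.5 M NaCl from edgeR with TMM normalization (horizontal axis) for the genes of 12 lists, each point a gene, filled where the adjusted p is under 0.05, with a bar at the list's median. Medians lie from −1.88 for sulfotransferases to 1.89 for one-carbon metabolism, and those of the Na+-ATPase, the histidine kinases and the response regulators, below 0 here, are above 0 on the TPM scale (0.36, 0.095 and 0.18).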

## Insights into the transcriptional regulation of specific pathways in high-salt-acclimated *Halothece*

### A robust system for restriction of Na^+^ accumulation determines halotolerancy in *Halothece*

Excess Na^+^ accumulation is the key ion toxicity under salt stress. As a halophilic cyanobacterium and thus native to a hypersaline environment, *Halothece* possesses a robust mechanism that ensures its survival in extreme salt concentrations. The *Halothece* genome encodes a number of predicted Na^+^ and H^+^ pumping proteins (Na^+^-ATPase and H^+^-ATPase), cation/proton antiporters (CPA1-3), and NhaC family antiporters. These membrane proteins are presumably responsible for imparting salt tolerance through the transport dynamics of ion homeostasis. CPA1 and CPA2 function to catalyze the efflux of cytoplasmic toxic ions, such as Na^+^ and Li^+^ or excess K^+^, in exchange for protons^9^. Ten genes are annotated as CPA1 and CPA2 superfamilies in *Halothece*. As shown in Fig. S2 and Table S2, except for *H1519*, all of these genes were upregulated in salt-acclimated cells. In particular, *H0995*, *H0978*, *H3396*, and *H3842* were upregulated more than 2.0 of log2FC. 

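*H1519*, a CPA1 antiporter gene, whose family exchanges Na+ or K+ for protons, fell at 2.5 M NaCl, from 108 ± 7.09 to 59.9 ± 5.17 CPM (SD, n = 2 cultures), a log2 fold change of −0.86 (SE 0.11, adjusted p = 4.02e-04) from edgeR's quasi-likelihood test. The CPA1 gene *H2084* had a log2 fold change of 0.16 (SE 0.18, adjusted p = 0.371) and *H0870* of 0.22 (SE 0.26, adjusted p = 0.293), neither past the test. Their log2 TPM ratios were 0.75 and 0.80, and that of *H1519* was −0.26. *H2084* and *H0870* were named to follow the paper's statement on the family.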

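The CPA1 antiporter gene *H0995* rose at 2.5 M NaCl from 35.9 ± 1.27 to 151 ± 15.8 CPM (SD, n = 2 cultures), a log2 fold change of 2.07 (SE 0.11, adjusted p = 6.79e-06) from edgeR's quasi-likelihood test. On the paper's measure, its log2 TPM ratio was 2.66.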

Previous investigation revealed that H0978 (Ap-NapA1-2) and H3396 (Ap-NapA1-1) are essentially Na^+^/H^+^ antiporters, serving as key elements for tolerance to Na^+^ toxicity and adaptation to an alkaline pH^5^. H0978 and H3396 exhibited high sequence similarities (57% and 66% identities, respectively) with an essential Na^+^/H^+^ antiporter, NhaS3 (Sll0689), found in *Synechocystis* sp. PCC6803. NhaS3 is thought to be associated with salt tolerance in *Synechocystis* sp*.* PCC6803^10^. The upregulation of the multi-cistronic operon CPA3, which is a member of the Na^+^ transporting Mrp (Multiple resistance and pH) superfamily, was also observed (Fig. S2 and Table S2). 

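Most genes of the CPA3 (Mrp) antiporter, whose subunits form a single complex that exchanges Na+ for protons, rose at 2.5 M NaCl: 7 of 10 rose, 0 fell and 3 did not pass the test, with the same counts when adjusted over the list alone. Within the cluster *H0970*–*H0977*, the last genes rose most, with *H0976* from 99.6 ± 6.25 to 224 ± 1.81 CPM (SD, n = 2 cultures), a log2 fold change of 1.17 (SE 0.065, adjusted p = 5.56e-05), and *H0977* at 1.33 (SE 0.20, adjusted p = 1.11e-04). *H1726* and *H1727*, outside the cluster, had log2 fold changes of 2.08 (SE 0.15, adjusted p = 1.53e-05) and 2.18 (SE 0.11, adjusted p = 9.25e-06). The first genes of the cluster did not pass edgeR's quasi-likelihood test, with *H0970* at −0.021 (SE 0.10, adjusted p = 0.882), *H0971* at −0.014 (SE 0.21, adjusted p = 0.940) and *H0972* at 0.32 (SE 0.22, adjusted p = 0.112), the last pair named after their values were seen. On the TPM scale *H0970* and *H0971* turn positive, with log2 ratios of 0.58 and 0.58. *H0977*, *H1726* and *H1727* are also counted among the subunits of NAD(P)H-quinone oxidoreductase. The median log2 fold change was 0.76 (camera, adjusted p = 0.0604), for a list that the study chose on these samples and that is not independent evidence of its direction.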

The proteins encoded in the gene cluster consisting of *H0970*-*H0977* were previously characterized as constituents of an active CPA3 antiporter, Ap-Mrp. Owing to its ability to exhibit Na^+^/H^+^ exchange activity, it has been suggested that Ap-Mrp is involved in salt stress tolerance^6^.

A robust ion transport system in *Halothece* was further supported by the presence of a distinct antiporter family, NhaC, which has so far been found exclusively in alkalinophiles, such as the genus *Bacillus* and some pathogenic bacterial species^9^. 

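The NhaC-type antiporter gene *H2569*, *nhaC*, rose from 7.65 ± 0.188 CPM at 0.5 M NaCl to 16.9 ± 1.01 at 2.5 M NaCl (SD, n = 2 cultures). NhaC proteins move Na+ out of the cell in exchange for protons. The log2 fold change was 1.15 (SE 0.066, adjusted p = 1.25e-04) from edgeR's quasi-likelihood test, and the log2 TPM ratio was 1.73. It is the only gene of its list in Table S2 (camera, adjusted p = 0.397).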

*H2569*, which encodes an NhaC-type antiporter, was upregulated (Fig. S2 and Table S2). An analysis of gene co-occurrence across cyanobacterial genomes revealed that NhaC is present in a few cyanobacterial species (*Halothece* sp. PCC7418 (this study), *Gloeocapsa* sp. PCC7428*, Rivularia* sp. PCC7116*,* and *Leptolyngbya* sp. PCC7375). Among these strains, *Halothece* and *Rivularia* are halophilic. RT-PCR analysis showed that this gene is highly upregulated under salt and alkaline stresses (Fig. S3). NhaC was initially identified from *Bacillus* and demonstrated to show membrane-associated Na^+^/H^+^ exchange activity^11^. The physiological role of NhaC in *Bacillus* and pathogenic bacteria, such as *Staphylococcus aureus*, is associated with Na^+^ and K^+^/H^+^ antiport, as well as maintaining cytoplasmic pH during alkaline stress^9^.

CPAs rely on a proton gradient to expel ions from cells, reducing toxicity. The membrane protein H^+^-ATPase is known to be responsible for the establishment of a proton gradient. H^+^-ATPase is encoded by a multigene family. *Halothece* possesses the typical thylakoid-located ATP-driven H^+^-pump (H^+^-ATPase), comprising H0416–H0423 and H1964–H1965. The enzyme is considered to produce ATP by photophosphorylation in which ATP synthesis proceeds using the proton gradient generated as a result of electron transfer associated with photosynthesis (Fig. S2). As shown in Fig. S2 and Table S2, all constituent genes were strongly upregulated, suggesting a crucial role for the formation of a proton motive force and powering the formation of ATP under high-salinity conditions. 

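Genes of the thylakoid H+-ATPase, which makes ATP from the proton gradient, rose at 2.5 M NaCl: 9 of 10 rose, 0 fell and 1 did not pass edgeR's quasi-likelihood test, with the same counts when adjusted over the list alone. The subunits B′ (*H0419*), B (*H0420*) and delta (*H0421*), which form the stalk that holds the catalytic head, rose most, with *H0419* from 229 ± 23.6 to 1772 ± 32.9 CPM (SD, n = 2 cultures), a log2 fold change of 2.95 (SE 0.11, adjusted p = 4.35e-06). *H0420* and *H0421* had 2.90 (SE 0.10, adjusted p = 4.38e-06) and 2.90 (SE 0.14, adjusted p = 4.95e-06). The catalytic subunits alpha (*H0422*) and beta (*H1964*) had 2.07 (SE 0.10, adjusted p = 1.54e-05) and 1.65 (SE 0.10, adjusted p = 4.72e-05), and gamma (*H0423*), epsilon (*H1965*) and I (*H0416*) 1.79, 1.52 and 0.87. The subunit C gene *H0418*, whose product forms the rotor ring, was at 2093 ± 787 and 3035 ± 242 CPM, a log2 fold change of 0.54 (SE 0.40, adjusted p = 0.0845) that did not pass the test. The list's median was 1.72 (camera, adjusted p = 7.67e-05, and adjusted p = 0.600 with an estimated correlation). On the paper's measure, 10 of the 10 genes had a log2 TPM ratio of at least 1, *H0418* being the lowest at 1.12, and 8 of 10 after rescaling by TMM factors. The study chose this list on these samples, so it is not independent evidence of its direction.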

The involvement of CPA and the H^+^-ATPase is thus tightly bound. 

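Subunit genes of NAD(P)H-quinone oxidoreductase, which passes electrons to the quinone pool, mostly rose at 2.5 M NaCl: 16 of 19 joined genes rose, 2 fell and 1 did not pass edgeR's quasi-likelihood test, with the same counts when adjusted over the list alone. Subunit 4, *H1643*, rose from 104 ± 16.6 to 1151 ± 108 CPM (SD, n = 2 cultures), a log2 fold change of 3.47 (SE 0.19, adjusted p = 3.92e-06), and subunit M, *H3477*, had 2.52 (SE 0.075, adjusted p = 4.95e-06). Named after their values were seen, subunit L, *H1568*, fell at −1.47 (SE 0.54, adjusted p = 0.00259), subunit O, *H0727*, fell at −0.61 (SE 0.096, adjusted p = 0.00241), and NuoK, *H1684*, was at 0.095 (SE 0.14, adjusted p = 0.577). All 3 genes of cytochrome c oxidase, the terminal oxidase of respiration, rose, with subunit I, *H3826*, at 2.22 (SE 0.12, adjusted p = 6.65e-06), subunit II, *H3827*, at 1.83 (SE 0.18, adjusted p = 1.83e-05) and subunit III, *H3825*, at 1.70 (SE 0.079, adjusted p = 1.09e-05). In the cytochrome b6f complex, which links both photosystems, 1 of 7 genes rose and 3 fell. *petA*, *H0624*, rose at 0.73 (SE 0.17, adjusted p = 0.00407), and *petB*, *H3067*, was at 0.44 (SE 0.18, adjusted p = 0.0525), not past the test. PetN, *H1058*, fell at −1.66 (SE 0.36, adjusted p = 2.66e-04), PetM, *H2125*, at −1.0 (SE 0.061, adjusted p = 1.43e-04) and PetC, *H1322*, at −0.47 (SE 0.11, adjusted p = 0.0170), and the unpassed members *H3066* and *H1849* were at 0.21 and −0.37. Medians were 1.29 for the oxidoreductase (camera, adjusted p = 2.28e-04), 1.83 for the oxidase (adjusted p = 0.0203) and −0.37 for the cytochrome b6f complex (adjusted p = 0.686), whose median turns to 0.21 on the TPM scale, as *H1322* does to 0.12. For the oxidoreductase and the oxidase, camera with an estimated correlation gave an adjusted p = 0.600. These lists of Table S2 were chosen by the study on these samples and are not independent evidence of direction. Of their genes, 2 of 21 of the oxidoreductase and 1 of 8 of the cytochrome b6f complex were not joined. The subunit PetG, *PCC7418_RS10765*, with 102 bases, is not among the 7 and had a log2 TPM ratio of −1.59. Of 499 genes under 300 bases tested, 318 fell.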

The elevated expression of the major subunits of NAD(P)H quinone oxidoreductase, cytochrome c oxidase, and cytochrome *b*6*f*. complex (*petA* and *petB*), which are involved in proton accumulation in the thylakoid lumen, also supports that ATPase actively produces ATP under salt-stress conditions (Fig. S2 and Table S2).

An additional system for maintaining Na^+^ homeostasis in cyanobacteria was suggested by the function of the ATP-driven Na^+^-pump (Na^+^-ATPase; Na^+^ pump), by coupling the hydrolysis of ATP to the translocation of Na^+^ ions across the cell membrane^2^. In *Halothece*, the Na^+^-ATPase operon comprising *H2520*–*H2528* was demonstrated to participate in salt-tolerance mechanisms^2^. The expression of *H2520*–*H2524* was upregulated while the expression of *H2525*–*H2528* was downregulated in high-salt-acclimated *Halothece* cells (Fig. S2 and Table S2). 

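The Na+-ATPase operon, whose product pumps Na+ with energy from ATP, moved in both directions at 2.5 M NaCl: 3 of 9 genes rose, 4 fell and 2 did not pass edgeR's quasi-likelihood test, with the same counts when adjusted over the list alone. *H2528*, the beta subunit, fell from 56.4 ± 5.44 to 7.52 ± 0.658 CPM (SD, n = 2 cultures), a log2 fold change of −2.91 (SE 0.13, adjusted p = 3.75e-06). *H2527*, the epsilon subunit, *H2526* and *H2525* also fell, at −2.80 (SE 0.14, adjusted p = 5.15e-06), −2.15 (SE 0.15, adjusted p = 1.56e-05) and −2.07 (SE 0.24, adjusted p = 4.03e-05). *H2522*, the delta subunit, rose at 0.87 (SE 0.31, adjusted p = 0.00618), *H2521*, the alpha subunit, at 0.65 (SE 0.19, adjusted p = 0.00744) and *H2523*, subunit C, at 0.56 (SE 0.24, adjusted p = 0.0290). *H2520*, the gamma subunit, was at 0.0060 (SE 0.11, adjusted p = 0.975) and *H2524*, subunit A, at −0.21 (SE 0.19, adjusted p = 0.300), neither past the test. On the TPM scale these were at log2 ratios of 0.60 and 0.36, the latter with the opposite sign. The median log2 fold change of the operon was −0.21 and turns to 0.36 on the TPM scale (camera, adjusted p = 0.171). The genes were chosen by the study on these samples, so their counts are not independent evidence of direction.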

Differences in transcriptional expression patterns in the anterior and posterior regions indicated that these nine genes might be transcriptionally regulated by multiple promoters. *H2520* encodes a gamma subunit. It has been shown that the gamma subunit in Na^+^-ATPase plays a modulatory role upon association with functional membrane partners.

Taken together, the varied pattern of transcriptional responses of the CPA superfamilies, NhaC, H^+^-ATPase and Na^+^-ATPase, strongly suggested that *Halothece* could preferentially rely on proton motive force (H^+^ gradient) or sodium motive force (Na^+^ gradient) as sources of energy during salt stress. Moreover, these primary active transport mechanisms mediate several Na^+^/H^+^ antiporters in CPA1-3, including the NhaC family. These antiporters could be mutual elements that help to provide a robust mechanism for salt tolerance.

### Protein homeostasis

As confirmed by GO analysis (Fig. 1C), translation-related factors such as ribosomal proteins and elongation factors tended to be extremely highly expressed in *Halothece* cells adapted to a high-salt environment (Fig. S2 and Table S2). 

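Elongation factors, which carry the ribosome through each step of peptide synthesis, rose in 3 of 5 genes at 2.5 M NaCl, with 0 lower and 2 not past edgeR's quasi-likelihood test, and the same counts when adjusted over the list alone. Elongation factor G, *fusA*, *H1373*, rose from 1199 ± 90.4 to 4556 ± 422 CPM (SD, n = 2 cultures), a log2 fold change of 1.93 (SE 0.12, adjusted p = 2.30e-05). Elongation factor Tu, *tuf*, *H1372*, had 0.86 (SE 0.14, adjusted p = 0.00191), and a further elongation factor G, *H2519*, 0.60 (SE 0.15, adjusted p = 0.00415). Elongation factor Ts, *H0476*, at 0.095 (SE 0.038, adjusted p = 0.511), and elongation factor P, *H2928*, at 0.30 (SE 0.15, adjusted p = 0.0801), were named after their values were seen. Of 21 aminoacyl-tRNA ligases, which charge tRNAs with amino acids, 15 rose and 1 fell, with the ligases for proline (*H1928*) at 1.33 (SE 0.15, adjusted p = 5.94e-05), isoleucine (*H0542*) at 1.31 (SE 0.043, adjusted p = 3.27e-05), aspartate (*H1130*) at 1.31 (SE 0.083, adjusted p = 3.69e-05) and alanine (*H0340*) at 1.23 (SE 0.067, adjusted p = 4.73e-05). Camera gave an adjusted p of 0.284 for elongation factors (median 0.60) and of 0.0561 for the ligases (median 0.59). The elongation factors are a list of Table S2 and not independent evidence of direction, since the study chose it on these samples.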

As this tendency is also observed in other cyanobacterial strains^7,8^, accelerated protein synthesis is considered to be a common salt-tolerance mechanism. It should be noted that the protein synthesis process consumes a large quantity of ATP^12^. On the other hand, there was also a trend of increased expression among protease family genes. 

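Serine protease genes, which degrade or process proteins, moved in both directions at 2.5 M NaCl: of 30, 15 rose, 7 fell and 8 did not pass edgeR's quasi-likelihood test, with the same counts when adjusted over the list alone. The S9 family peptidase *H0724* rose from 71.7 ± 5.27 to 785 ± 79.9 CPM (SD, n = 2 cultures), a log2 fold change of 3.45 (SE 0.13, adjusted p = 2.90e-06). The rhomboid protease *H2736*, which cleaves within membranes, rose at 1.78 (SE 0.091, adjusted p = 9.88e-06) and *H3068*, a protein with a PDZ domain, at 1.57 (SE 0.15, adjusted p = 3.09e-05). The S8 family peptidase *H1495* fell, at −1.75 (SE 0.068, adjusted p = 1.37e-05). The median of the list was 0.40 (camera, adjusted p = 0.183). A log2 TPM ratio of at least 1 was found for 15 of the 30 genes, 50.0% against 36.8% of all genes (adjusted p = 0.423, Fisher's exact test), and 8 reached it after rescaling by TMM factors. As a list of Table S2, it was chosen by the study on these samples and is not independent evidence of its direction.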

*Halothece* has a large number of serine proteases compared with other cyanobacteria^13^, and 15 of 30 of these genes were significantly upregulated (Fig. S2 and Table S2). The upregulated genes included ATP-dependent Clp and ATP-independent HtrA proteases (Table S2). In addition, four of the five genes that encode FtsH, which is ATP-dependent metalloproteinase, showed markedly increased expression (Fig. S4 and Table S2). 

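The proteolytic subunits of the Clp protease, which degrades proteins unfolded by an ATPase partner, rose in 4 of 4 genes at 2.5 M NaCl. *H1996* rose from 175 ± 12.7 to 517 ± 19.9 CPM (SD, n = 2 cultures), a log2 fold change of 1.57 (SE 0.084, adjusted p = 2.09e-05). *H3375*, *H1997* and *H0950* had log2 fold changes of 1.48 (SE 0.13, adjusted p = 3.69e-05), 0.93 (SE 0.15, adjusted p = 5.57e-04) and 0.53 (SE 0.045, adjusted p = 0.00383) from edgeR's quasi-likelihood test. *H3553*, the trypsin-like protein named HtrA in Table S2, which degrades damaged proteins without ATP, rose at 0.42 (SE 0.060, adjusted p = 0.0115). These genes were named after their values were seen.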

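Genes for FtsH, a membrane protease that removes damaged membrane proteins, rose in 4 of 5 cases and fell in 1 at 2.5 M NaCl, with the same counts when adjusted over the list alone. *H0537*, the most abundant, rose from 1024 ± 209 to 2104 ± 97.46 CPM (SD, n = 2 cultures), a log2 fold change of 1.04 (SE 0.21, adjusted p = 9.24e-04). *H0280*, the largest increase, was at 1.79 (SE 0.24, adjusted p = 3.69e-05), *H2935* at 1.05 (SE 0.16, adjusted p = 2.31e-04) and *H3569* at 0.80 (SE 0.18, adjusted p = 0.00251), all from edgeR's quasi-likelihood test. *H1937* fell, at −1.35 (SE 0.082, adjusted p = 2.67e-05). *H3569* was named after its value was seen. The median log2 fold change was 1.04 (camera, adjusted p = 0.377), for a list that the study chose on these samples and that is not independent evidence of its direction.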

As reactive oxygen species (ROS) produced under salt stress can damage intracellular proteins^14^, it is thought that protein turnover is activated to remove denatured proteins. FtsH, which belongs to the AAA protein family, has been reported to play a vital role in the removal of misfolded proteins in favor of cell homeostasis^15^. As shown in Table S3, the total amount of soluble protein extracted from *Halothece* was lower under 2.5 M NaCl conditions than under 0.5 M NaCl conditions. This observation might suggest that there was upregulation of the protein degradation system although protein turnover and intracellular protein contents are not directly linked. As protein turnover involves the consumption of energy, the efficient production of ATP is essential.

### Specific transcriptional responses via compatible solutes and one-carbon metabolic pathway

*Halothece* is a well-established microbial host of GB accumulation^3,16^. As the major compatible solute in this cyanobacterium, GB is used to make considerable adjustments in intracellular osmotic pressure in response to the surrounding high-salinity environment. In our study, RNA-seq analysis revealed the regulatory picture of transport and biosynthesis of GB. 

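Genes for the uptake of GB, the main compatible solute, rose in 2 of 4 cases at 2.5 M NaCl, with 0 lower and 2 not past edgeR's quasi-likelihood test, and the same counts when adjusted over the list alone. The genes not past it were *H0112*, a ProX substrate-binding protein, at 45.0 ± 3.76 and 53.7 ± 4.36 CPM (SD, n = 2 cultures), a log2 fold change of 0.25 (SE 0.12, adjusted p = 0.103), and the ATP-binding protein *H2218*, at 269 ± 41.9 and 247 ± 10.4, with −0.12 (SE 0.17, adjusted p = 0.458). On the TPM scale their log2 ratios were 0.84 and, with the opposite sign, 0.47. The median of the list, which includes *H3058* and *H3406*, was 0.41 (camera, adjusted p = 0.408). The study chose these genes on these samples, so they are not independent evidence of direction.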

For GB transport, three ABC (ATP-binding cassette) transporters and a BCCT (betaine/carnitine/choline transporter) were found, and their gene expression tended to increase in high-salt-acclimated *Halothece* (Fig. S4 and Table S2). In particular, the expression levels of *H3058* and *H3406* were markedly increased, which is considered to contribute to the uptake of external GB. 

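*H3058*, the BCCT family transporter, rose from 212 ± 9.25 CPM at 0.5 M NaCl to 590.1 ± 71.7 at 2.5 M NaCl (SD, n = 2 cultures), a log2 fold change of 1.48 (SE 0.13, adjusted p = 4.09e-05) from edgeR's quasi-likelihood test. *H3406*, a ProX protein that binds GB for an ABC transporter, rose from 624 ± 42.9 to 928 ± 8.40, at 0.57 (SE 0.071, adjusted p = 0.00535). Their log2 TPM ratios were 2.07 and 1.16.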

For de novo bioproduction of GB, sufficient glycine and methyl donors are required, because GB is biosynthesized via a three-step methylation reaction using glycine as a precursor^3^. The major supply pathway of glycine and methyl donors is the one-carbon metabolic pathway that includes folate and methionine metabolism. 

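All 8 of 8 genes of one-carbon metabolism, which supplies methyl groups through folate and methionine, rose at 2.5 M NaCl by edgeR's quasi-likelihood test, with the same counts when adjusted over the list alone. The adenosylhomocysteinase *H3684*, which removes the by-product of methylation, rose from 3066 ± 209 to 11678 ± 1273 CPM (SD, n = 2 cultures), a log2 fold change of 1.93 (SE 0.13, adjusted p = 3.50e-05). Methionine synthase, *H3169*, rose at 2.00 (SE 0.056, adjusted p = 1.29e-05). The GB-forming methyltransferases *H3511*, which acts on dimethylglycine, and *H3510*, which acts on glycine and sarcosine, rose at 1.86 (SE 0.12, adjusted p = 2.29e-05) and 0.91 (SE 0.029, adjusted p = 7.22e-04). The list's median was 1.89 (camera, adjusted p = 0.00105, and adjusted p = 0.600 with an estimated correlation). It was chosen by the study on these samples and gives no independent evidence of its direction.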

As shown in Fig. S5 and Table S2, the gene expression of enzymes involved in these pathways was upregulated in salt-stress-acclimated cells. The increased gene expression of serine hydroxymethyltransferase (SHMT) H1525, an enzyme that reversibly interconverts glycine and serine, resulted in a log2FC value of 2.7. 

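SHMT, *H1525*, rose from 572 ± 12.5 CPM at 0.5 M NaCl to 2463 ± 162 at 2.5 M NaCl (SD, n = 2 cultures), a log2 fold change of 2.11 (SE 0.071, adjusted p = 1.02e-05) from edgeR's quasi-likelihood test. Its log2 TPM ratio was 2.69.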

The light-independent phosphoserine pathway and light-dependent photorespiratory pathway together with SHMT are known to be involved in glycine and serine interconversion (Fig. S6). 

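*H3470*, the aminotransferase that makes glycine from glyoxylate, rose from 479 ± 75.3 to 794 ± 39.5 CPM (SD, n = 2 cultures) between 0.5 and 2.5 M NaCl. Its log2 fold change was 0.73 (SE 0.17, adjusted p = 0.00301) from edgeR's quasi-likelihood test and its log2 TPM ratio 1.32. Both genes of the photorespiratory pathway in Table S2, *H3470* and the SHMT gene *H1525*, rose, with a median of 1.42 (camera, adjusted p = 0.213). The study chose this list on these samples, so it is not independent evidence of its direction.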

In the photorespiratory pathway, the expression of glutamate:glyoxylate aminotransferase (GGAT) H3470, which is responsible for the conversion of glyoxylate to glycine, was significantly upregulated (Fig. S6 and Table S2). On the other hand, H3470 is also known to function as a phosphoserine aminotransferase (PSAT), in the phosphoserine pathway^17^. In this pathway, we also observed the marked upregulation of 3-phosphoglycerate dehydrogenase (PGDH, H2641) and phosphoserine phosphatase (PSP, H0286), which convert 3-PG to serine. 

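PGDH, *H2641*, which opens the route from 3-PG to serine, rose from 659 ± 30.9 to 1209 ± 20.6 CPM (SD, n = 2 cultures), a log2 fold change of 0.88 (SE 0.051, adjusted p = 5.36e-04). PSP, *H0286*, which releases serine from phosphoserine, rose from 177 ± 8.87 to 354 ± 6.51, at 1.00 (SE 0.055, adjusted p = 1.43e-04). All 3 of 3 genes of the phosphoserine pathway rose by edgeR's quasi-likelihood test, with the same counts when adjusted over the list alone and a median of 0.88 (camera, adjusted p = 0.284). *H2641* and *H0286* had log2 TPM ratios of 1.46 and 1.59. The list was chosen by the study on these samples and is not independent evidence of its direction.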

Most of the enzymes that catalyze the Calvin–Benson cycle were also markedly induced (Fig. S6 and Table S2). 

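Calvin–Benson cycle genes, whose enzymes fix CO2, mostly rose at 2.5 M NaCl: of 17, 12 rose, 1 fell and 4 did not pass edgeR's quasi-likelihood test, with the same counts when adjusted over the list alone. The aldolase *H2846* rose from 230.0 ± 36.8 to 728 ± 57.4 CPM (SD, n = 2 cultures), a log2 fold change of 1.66 (SE 0.18, adjusted p = 3.86e-05). Transaldolase, *H2168*, rose at 1.64 (SE 0.33, adjusted p = 1.74e-04), the bisphosphatase *H0733* at 1.31 (SE 0.18, adjusted p = 2.07e-04) and the glyceraldehyde-3-phosphate dehydrogenase *H2490* at 1.30 (SE 0.21, adjusted p = 1.49e-04). The phosphoribulokinase *H1539*, named after its value was seen, fell at −0.91 (SE 0.16, adjusted p = 4.99e-04). The median was 0.61 (camera, adjusted p = 0.133). A log2 TPM ratio of at least 1 was found for 13 of the 17 genes (adjusted p = 0.0141, Fisher's exact test), and 6 reached it after rescaling by TMM factors. The study chose the list on these samples, so its counts are no independent evidence of its direction.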

For the three-step methylation of GB, *S*-adenosylmethionine (SAM) is considered to be the main methyl donor in this pathway. 

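The methionine adenosyltransferase gene *H2062* rose from 2073 ± 349.6 CPM at 0.5 M NaCl to 8196 ± 505 at 2.5 M NaCl (SD, n = 2 cultures), a log2 fold change of 1.98 (SE 0.18, adjusted p = 3.73e-05). The reductase gene *H0548*, which forms methyltetrahydrofolate, rose from 414 ± 47.4 to 945 ± 28.8, at 1.19 (SE 0.12, adjusted p = 1.38e-04). The aminomethyltransferase gene *gcvT*, *H0371*, part of the glycine cleavage system, rose from 117 ± 15.7 to 404 ± 8.44, at 1.78 (SE 0.14, adjusted p = 1.62e-05), all by edgeR's quasi-likelihood test.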

Three genes involved in one-carbon metabolism encode methionine adenosyltransferase (or AdoMet synthase, H2062), 5,10-methylenetetrahydrofolate reductase (MTHFR, H0548), and aminomethyltransferase (AMT, H0371). All of these proteins are crucial for integrating carbon unit as well as providing substrates for methylation reactions. Notably, two genes in the *Halothece* genome were annotated as AdoMet synthase (*H2062* and *H3028*). 

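Values of *H3028* were not analysed here, since its number was not joined to the deposited tables. *H2062* had a log2 TPM ratio of 2.57.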

H2062 showed high sequence similarity (95% identity) with an AdoMet synthase (WP_146294713) of the halophile *Euhalothece natronophila*, while H3028 showed sequence similarity (71% identity) with AdoMet synthase (WP_067769922.1) of the filamentous cyanobacterium *Nostoc* sp. NIES-3756. These results suggest that the one-carbon metabolic pathway, the carbon-fixation pathway, and the serine synthesis pathway are tightly orchestrated in *Halothece* under salt-stress conditions, resulting in the massively increased synthesis of GB.

The enhancement of glycine production may also be related to the biosynthesis of mycosporine-like amino acids (MAAs). MAAs are generally known as ultraviolet (UV)-absorbing compounds but may also play a role as osmotic compatible solutes^18^. More than 50 different structures of MAAs have been reported so far, with the most common structure being one or two amino acids attached to the core structure. It is known that mycosporine-2-glycine (M2G), which consists of two glycines, is biosynthesized in *Halothece*^4^. 

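Of the 4 M2G synthesis genes, 1 rose and 1 fell at 2.5 M NaCl by edgeR's quasi-likelihood test, with the same counts when adjusted over the list alone. The *O*-methyltransferase gene *H1078* rose from 13.9 ± 1.53 to 19.6 ± 2.60 CPM (SD, n = 2 cultures), a log2 fold change of 0.49 (SE 0.18, adjusted p = 0.0196). *H1076*, annotated as a hypothetical protein, fell from 74.1 ± 0.601 to 25.2 ± 0.813, at −1.56 (SE 0.034, adjusted p = 1.23e-05). *H1590*, whose product makes the ring of the compound, was at 34.6 ± 2.35 and 39.6 ± 6.06, a log2 fold change of 0.20 (SE 0.17, adjusted p = 0.248), and the ATP-grasp gene *H1077* at 8.06 ± 0.528 and 7.21 ± 0.927, at −0.16 (SE 0.15, adjusted p = 0.381), neither past the test. The median was 0.018 and the mean −0.26, of opposite sign (camera, adjusted p = 0.686). Log2 TPM ratios of *H1590*, *H1078* and *H1077* were 0.78, 1.10 and 0.43, the last turning positive, and that of *H1076* was −0.96. The study chose these genes on these samples, so they are not independent evidence of direction.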

The expression of 3-dehydroquinate synthase (*DHQS, H1590*), *O*-methyltransferase (*O-MT, H1078*), and ATP-grasp protein (*ATP-grasp, H1077*) among the four M2G synthesis genes was increased in high-salt-acclimated cells, and the expression level of *H1078* was log2FC > 1 (Table S2).

### Expression profiling of a two-component system delineates the signaling network

Two-component systems (TCSs) are among the most prevalent signaling systems that mediate environmental stress responses. A TCS is typically composed of a sensory histidine kinase (HK) and the corresponding response regulator (RR). The *Halothece* genome comprises a significant enrichment of genes encoding TCS, suggesting its genome is highly adaptable to changing environmental conditions. Our genome-based analysis revealed a total of 90 TCS genes (Table S2). The distribution of these TCS genes showed that they were encoded as 72 orphans, 7 pairs, 1 triad (HK-RR-HK), and 1 tetrad (HK-RR-RR-HK). It should be noted that hybrid histidine kinases (HyKs), which contain both HK and RR domains, are classified as HKs. In high-salt-acclimated *Halothece* cells, eight HKs and ten RRs were found to be upregulated (log2FC > 1) (Fig. S7A and Table S2. These factors may be associated with high-salt acclimation. It was previously reported that for *Synechocystis* sp. PCC6803, Hik2 (Slr1147), Hik10 (Slr0533), Hik16 (Slr1805), Hik33 (Sll0698), Hik34 (Slr1285), and Hik41 (Sll1229) are involved in the salt stress response^19,20^. Among them, in *Halothece*, H2035 and H3509 showed similarities to Hik33 (64% identity) and Hik34 (69% identity), respectively, but the expression of both was repressed (Fig. S7A and Table S2). On the other hand, the RR H0084, which showed similarity (85% identity) to Rre31 (Slr0115), identified as a partner of Hik33^20^, was highly expressed. This RR, also known as RpaA (regulator of phycobilisome association A), has been suggested to play an important role in the transcriptional regulation of circadian rhythms in *Synechococcus elongatus* PCC7942 by forming a TCS with SasA^21^. 

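Among the TCS genes joined to the deposited tables, more fell than rose at 2.5 M NaCl by edgeR's quasi-likelihood test, with the same counts when adjusted over each list alone. Of 24 HKs joined to the deposited tables out of 40, 5 rose, 15 fell and 4 did not pass, and of 45 RRs joined out of 49, 7 rose, 25 fell and 13 did not pass. *H1124*, a hybrid HK, rose from 31.5 ± 2.37 to 179.6 ± 23.9 CPM (SD, n = 2 cultures), a log2 fold change of 2.51 (SE 0.16, adjusted p = 5.29e-06), and the RRs *H1120* and *H1121*, of neighbouring number, rose at 3.09 (SE 0.32, adjusted p = 9.14e-06) and 2.33 (SE 0.48, adjusted p = 1.08e-04). The other HKs that rose were *H0715* and, named after their values were seen, *H0473* at 1.31 (SE 0.083, adjusted p = 3.46e-05), *H1972* at 0.43 (SE 0.17, adjusted p = 0.0231) and *H1838* at 0.41 (SE 0.19, adjusted p = 0.0399), although the product name of *H0473* and *H1838* in the deposited tables is response regulator. The RRs *H1006*, *H2360* and *H0044* fell, at −3.79 (SE 0.053, adjusted p = 2.72e-06), −3.43 (SE 0.11, adjusted p = 2.76e-06) and −2.91 (SE 0.19, adjusted p = 4.86e-06), and so did the HKs *H1007*, *H0045* and *H0941*, at −3.19 (SE 0.34, adjusted p = 1.01e-05), −3.18 (SE 0.10, adjusted p = 2.90e-06) and −3.14 (SE 0.088, adjusted p = 3.40e-06). Medians were −0.49 for HKs (camera, adjusted p = 0.127) and −0.41 for RRs (adjusted p = 0.0403, and adjusted p = 0.600 with an estimated correlation), and both turn positive on the TPM scale, to 0.095 and 0.18. A log2 TPM ratio of at least 1 was found for 4 of the joined HKs and 7 of the joined RRs, and 3 and 3 reached it after rescaling by TMM factors. The paper counts more HKs and RRs above this threshold over its whole lists, so the genes not joined include some that are higher on its scale. Both lists were chosen by the study on these samples and are not independent evidence of direction.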

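*H3509*, with similarity to Hik34, fell from 642 ± 43.5 to 114 ± 5.85 CPM (SD, n = 2 cultures), a log2 fold change of −2.49 (SE 0.087, adjusted p = 4.89e-06) from edgeR's quasi-likelihood test. *H2050*, which Table S2 lists as the relative of Hik33, a sensor kinase of cold and osmotic stress, fell from 344 ± 16.1 to 156 ± 9.49, at −1.14 (SE 0.078, adjusted p = 7.89e-05). *H2035*, annotated as a hypothetical protein of 147 bases, was at 30.4 ± 5.15 and 35.8 ± 0.386, a log2 fold change of 0.24 (SE 0.17, adjusted p = 0.175), not past the test. Log2 TPM ratios of *H3509*, *H2050* and *H2035* were −1.92, −0.55 and 0.82.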

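*H0084*, *rpaA*, a transcription factor that carries the output of the clock, rose from 119 ± 10.3 CPM at 0.5 M NaCl to 253 ± 16.0 at 2.5 M NaCl (SD, n = 2 cultures). Its log2 fold change was 1.10 (SE 0.11, adjusted p = 1.15e-04) from edgeR's quasi-likelihood test, and its log2 TPM ratio 1.68.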

H0715, which corresponds to SasA, is strongly upregulated in high-salt-acclimated *Halothece* (Table S2), suggesting that the SasA-RpaA TCS may be involved in the adaptation to high salinity as well as the circadian clock. 

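*H0715*, *sasA*, rose from 31.3 ± 0.281 to 117 ± 5.00 CPM (SD, n = 2 cultures) between 0.5 and 2.5 M NaCl, a log2 fold change of 1.902 (SE 0.045, adjusted p = 6.53e-06) from edgeR's quasi-likelihood test. Fold changes of the oscillator genes were smaller: *kaiB*, *H1071*, rose at 0.47 (SE 0.050, adjusted p = 0.00901), *kaiA*, *H1070*, was at 0.15 (SE 0.10, adjusted p = 0.285) and *kaiC*, *H1072*, at −0.026 (SE 0.053, adjusted p = 0.850), the last pair not past the test. On the TPM scale *kaiC* was at a log2 ratio of 0.57, with the opposite sign. The list of clock genes, drawn from product names, also holds *H0445*, with a KaiB domain, which fell at −0.78 (SE 0.22, adjusted p = 0.00269), so that 1 of 4 rose and 1 fell, with a median of 0.064 and a mean of −0.044, of opposite sign (camera, adjusted p = 0.954).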

H3128, which corresponds to another SasA partner, RpaB, was also upregulated, but the expression level did not reach log2FC = 1 (Table S2). 

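*H3128*, *rpaB*, a transcription factor of the same family, was at 380.0 ± 11.5 CPM at 0.5 M NaCl and 455 ± 24.6 at 2.5 M NaCl (SD, n = 2 cultures). This is a log2 fold change of 0.26 (SE 0.063, adjusted p = 0.0981), not past edgeR's quasi-likelihood test, and a log2 TPM ratio of 0.84.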

Putative interaction networks among upregulated (log2FC > 1) HKs and RRs are illustrated in Fig. S2B. This prediction suggests that the presence of multiple HK partners for a single RR results in complex transcriptional regulation for the acclimation to high salinity. As described above, we here focused on changes in transcripts that encode the HKs and RRs, but it should be noted that the direct factor for the transcriptional regulation of the target genes is the biochemical activation of HKs and RRs in response to the external environment. Biochemical analysis of HKs and RRs is indispensable for understanding the regulation of TCS during salt acclimation.

## Effects of high salinity on the circadian gene expression in high-salt-acclimated *Halothece*

### Alteration of circadian gene expression patterns in different salinity environments

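For the circadian analysis, each salt had 12 libraries, from 2 experiments at 4, 10, 16, 22, 28 and 34 h of LL, with the TPM values as the authors deposited them. The paper's rule was applied to the 6 TPM values of each gene in each experiment. The amplitude was their SD divided by the gene's mean at 0.5 M NaCl in the same experiment, the divisor that the values of Dataset S2 show for both salts. The correlation *p* value compared the best Pearson correlation with 48 cosine curves of 24 h, 0.5 h apart like the peak times of Dataset S2, with those of 1000000 random series. A gene was called cycling with an amplitude above 0.1 and a correlation *p* value under 0.1 in both experiments. On simulated data, the rule called 98% of 200 genes with a 24-h rhythm of log2 amplitude 1, placed their peaks with a median error of 0.5 h, and called 12 genes without a rhythm. As a test on counts, edgeR's quasi-likelihood F test was applied to 24-h cosine and sine terms within each salt, with experiment as a term, and to the difference of these terms between the salts over all 24 libraries. On simulated data with 3824 genes, the test of the difference called 100% of 200 genes with a rhythm of log2 amplitude 1 in 1 salt, and 0.498% of its 201 calls were genes without a rhythm. The simulated rhythms were exact 24-h curves of this amplitude, without smaller ones or changes over time of other shapes. These shares therefore do not show how many of the real rhythms or differences the tests can find, and a gene not past them may still differ. A series of 34 h covers less than a full second cycle, so a rise that occurs once can also resemble a 24-h curve.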

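By the amplitude of the rule, genes of respiration and of heme synthesis were among the largest at 0.5 M NaCl, where 56 genes met the rule. At 2.5 M NaCl, where 221 did, transport and TCS genes were among the largest. At 0.5 M NaCl, the protoheme IX farnesyltransferase *PCC7418_RS18980*, which makes a heme of the terminal oxidase, had a log2 amplitude of 1.43 with a fitted peak at 12.8 h (adjusted p = 0.00135 from edgeR's test of the 24-h terms). The oxidase subunit *H3825* had 1.06 and 13.0 h (adjusted p = 0.00135). At 2.5 M NaCl, the alanine:cation symporter *H2085* had a log2 amplitude of 1.32 with a fitted peak at 16.6 h (adjusted p = 0.0654), and the urea transporter subunit UrtC, *H1467*, 0.94 and 17.9 h (adjusted p = 0.0626), neither past the test in this fit with experiment as a term, though both are in a fit without it. If the experiments were independent, 8.57 and 46.0 genes would meet the rule in both by chance, given the share that met it in each. By edgeR's test of 24-h terms with experiment as a term, 194 of 3810 genes passed at 0.5 M NaCl and 34 of 3820 at 2.5 M NaCl, and without that term 133 and 121. After rescaling of the TPM values by TMM factors, 57 genes met the rule at 0.5 M NaCl and 62 at 2.5 M NaCl, of which 34 and 43 were among the 56 and 221. With the libraries of LL4 left out, 28 and 124 genes met it.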

To investigate the effects of salinity environment on the circadian clock, we analyzed the data collected in LL4–34 as described in the ‘Materials and Methods’ section and found that 51 and 218 genes exhibited circadian oscillation under 0.5 and 2.5 M NaCl conditions, respectively (Fig. 2A, B). The lists of cycling genes are shown in Dataset S2. Although there were more cycling genes with higher amplitude under 2.5 M NaCl conditions (Fig. 2C), most of the genes were in the same phase, with the peak at LL16-20 (Fig. 2D). On the other hand, the phases of cycling genes under 0.5 M NaCl conditions were widely distributed, between LL0–24 (Fig. 2D). 

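The cycling genes at 2.5 M NaCl shared a phase: 208 of 221, or 94.1%, had a mean peak from 16 up to and including 20 h. The chemotaxis protein gene *H1122* and the RR *H1121* belong to these, with fitted peaks at 17.5 and 17.4 h and log2 amplitudes of 0.88 and 0.85 (adjusted p = 0.0640 and 0.0812 from edgeR's test of the 24-h terms). The median amplitude of the cycling genes was 0.447 at 2.5 M NaCl and 0.214 at 0.5 M NaCl when divided by the mean at 0.5 M NaCl, as in the rule. Divided by each gene's mean in the same salt, it was 0.201 at 2.5 M NaCl, and over all genes it was 0.171 at 2.5 M and 0.132 at 0.5 M NaCl. The scale of TPM also moved with time at 2.5 M NaCl, from 0.85 and 0.82 of the culture's mean at LL4 to 1.10 and 1.09 at LL22 in the respective experiments, with best-fit peaks at 18.5 and 18.0 h.

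**Figure D2:**
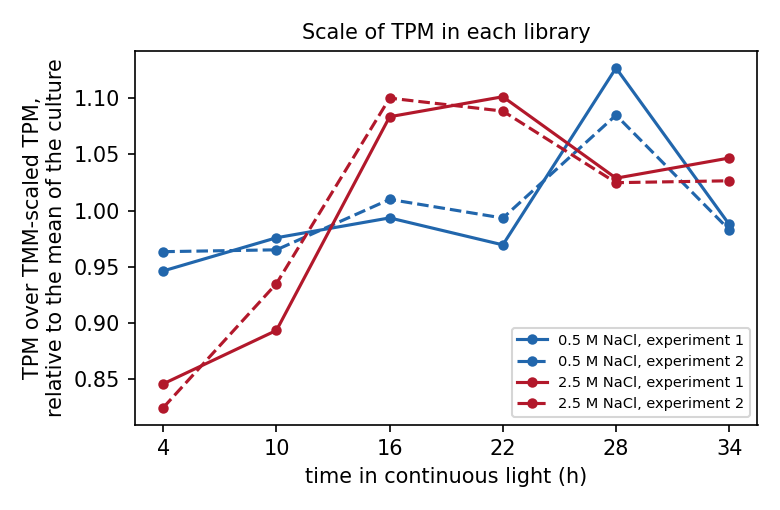
Ratio of TPM to TMM-scaled TPM in each library, relative to the mean of the culture (vertical axis), against time in continuous light in h (horizontal axis), with a line for each experiment and salt. At 2.5 M NaCl the ratio is lowest at LL4, 0.85 and 0.82, and highest at LL22 in experiment 1 and LL16 in experiment 2, both 1.10, and at 0.5 M NaCl it is highest at LL28, 1.13 and 1.08.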

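Peaks of the 56 cycling genes at 0.5 M NaCl were spread over the cycle, with 14, 4, 6, 13, 10 and 9 genes in successive bins of 4 h from LL0. *kaiA*, *H1070*, peaked early, with a fitted peak at 2.08 h and a log2 amplitude of 1.00 (adjusted p = 0.00438 from edgeR's test of the 24-h terms). The RR *H3125* peaked later, at 13.7 h, with 1.18 (adjusted p = 0.00404), as did the oxidase subunit *H3826*, at 13.4 h, with 1.09 (adjusted p = 0.00135). From 16 up to and including 20 h, there were 11 of the 56 genes, or 19.6%. The median difference of peak times between the experiments was 0.5 h in either salt.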

Only one gene (*H0532*, aldehyde-alcohol dehydrogenase, *adhE*) was determined to be a cycling gene in both salt concentration conditions (Fig. 2E). 

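*H0532*, *adhE*, whose product makes ethanol from acetyl-CoA, was the only gene that met the rule in both salts. It was highest at 0.5 M NaCl at LL10 in both experiments, at 79.2 and 76.2 TPM, and lowest at 45.1 and 42.8 TPM. At 2.5 M NaCl it was highest at LL16, at 242 and 264 TPM, and lowest at LL4, at 93.0 and 97.2 TPM. An overlap of 3.22 genes would be found by chance, and 1 or fewer has p = 0.158 by a 1-sided Fisher's exact test, so the overlap is not shown to be smaller than chance gives. With a correlation *p* value under 0.05 the overlap was 0 genes, and with LL4 left out it was 2.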

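Among genes cycling at 0.5 M NaCl, *PCC7418_RS18980* had fitted peaks at 12.8 h in 0.5 M and 15.2 h in 2.5 M NaCl, *H3825* at 13.0 and 15.6 h, and the RR *H3125* at 13.7 and 14.8 h. Their log2 amplitudes at 2.5 M NaCl were 2.21, 2.103 and 0.75. By edgeR's test of the difference in 24-h terms between the salts, the adjusted p was 0.447 for *PCC7418_RS18980*, 0.329 for *H3825* and 0.530 for *H3125*, none past the threshold. Across the 56 genes, the change from LL4 to LL10 and that from LL28 to LL34, a cycle later, correlated with r = 0.94 at 0.5 M NaCl, which is partly built in because the genes were selected for a fit to a 24-h curve over these times. Over all 3843 genes, unselected, r was 0.39 and 54.0% of genes had the same sign in both steps, and genes are not independent replicates.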

Figure 3A depicts the phase-aligned heatmap of the genes that were rhythmically expressed in the 0.5 M NaCl condition and shows that the aligned patterns of the circadian phase were disrupted in the 2.5 M NaCl condition. 

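Among the 221 genes that met the rule at 2.5 M NaCl, *H2085*, *H1120*, *H1122*, *H1121* and *H1467* had the largest amplitude by the rule. They include RRs, a chemotaxis protein and a urea transporter subunit. The rule divides by the mean at 0.5 M NaCl, so a rise with salt lifts a gene in this ranking. Divided by its own mean at 2.5 M NaCl, the amplitude of *H1120* was 0.41 and 0.51 in the respective experiments. *H2085*, which carries alanine with a cation, had fitted peaks at 11.5 h in 0.5 M and 16.6 h in 2.5 M NaCl, with log2 amplitudes of 0.33 and 1.32. *H1467*, *urtC*, had 3.31 and 17.9 h, with 0.57 and 0.94. The adjusted p of the difference in 24-h terms between the salts was 0.145 for *H2085*, 0.452 for *H1122*, 0.461 for *H1121* and 0.145 for *H1467*, from edgeR's quasi-likelihood F test. Across the 221 cycling genes at 2.5 M NaCl, the change from LL4 to LL10 and that from LL28 to LL34 correlated with r = −0.19, though 69.7% of them had the same sign in both steps, and over all 3843 genes r was −0.17 and 46.4% had the same sign, and genes are not independent replicates.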

A different expression pattern was also found when the cycling genes were aligned from the perspective of the cycling genes in the 2.5 M NaCl condition (Fig. 3B). These transcriptome profile heatmaps raised the possibility that salt stress resulted in the loss of rhythmic expression that was evident in 0.5 M NaCl. 

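A pair of genes differed in rhythm between the salts by edgeR's test of the 24-h terms, in a fit without a term for culture, and 6 genes with culture as a block. *H0772*, with a DUF4278 domain, had a log2 amplitude of 0.40 and a fitted peak at 23.7 h at 0.5 M NaCl and 0.95 and 6.70 h at 2.5 M NaCl (adjusted p = 0.0373). *PCC7418_RS13130*, an FAD-dependent oxidoreductase, had 0.23 and 10.4 h at 0.5 M NaCl and 0.64 and 16.1 h at 2.5 M NaCl (adjusted p = 0.0351). Both were named after their values were seen. Of 3827 genes tested, 415 had an unadjusted p under 0.05, against 543 with culture as a block, and the likelihood ratio test of DESeq2 called 70 genes (473 unadjusted). Without any 1 of the 4 cultures, edgeR called 0 genes, with 171 to 215 at an unadjusted p under 0.05, in fits where the lone culture is assumed to vary like the others.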

To the best of our knowledge, there have been no previous reports of such a large difference in the circadian expression patterns of genes under different salinity conditions. Among 51 cycling genes under 0.5 M NaCl condition, we could not find the genes previously shown to be involved in salt stress tolerance (Dataset S2). Regarding the 218 genes under 2.5 M NaCl conditions, although *H1519* (CPA1) and *H2522* (the delta subunit in Na^+^-ATPase), which were discussed above, were extracted as cycling genes, no other factors directly associated with the salt stress tolerance were found. These observations might indicate that the salt tolerance mechanism is not regulated by circadian clock in this cyanobacterium. However, it should be noted that in order to analyze more precise circadian rhythmicity and phase, it is necessary to perform sampling at more time points for a longer period of time.

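*H1519*, the CPA1 antiporter, was highest at LL22 in both experiments at 2.5 M NaCl, at 32.7 and 28.5 TPM, and lowest at LL10, at 21.0 and 19.4 TPM. *H2522*, the delta subunit of the Na+-ATPase, had few transcripts, with a highest value of 6.09 TPM at LL22 and 6.15 TPM at LL16 in the respective experiments. At 0.5 M NaCl, *H1519* was highest at LL16 and LL22, at 34.7 and 41.3 TPM. By edgeR's test of the 24-h terms at 2.5 M NaCl the adjusted p was 0.181 for *H1519* and 0.0771 for *H2522*, and that of the difference between the salts 0.801 and 0.157.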

**Figure 2:**
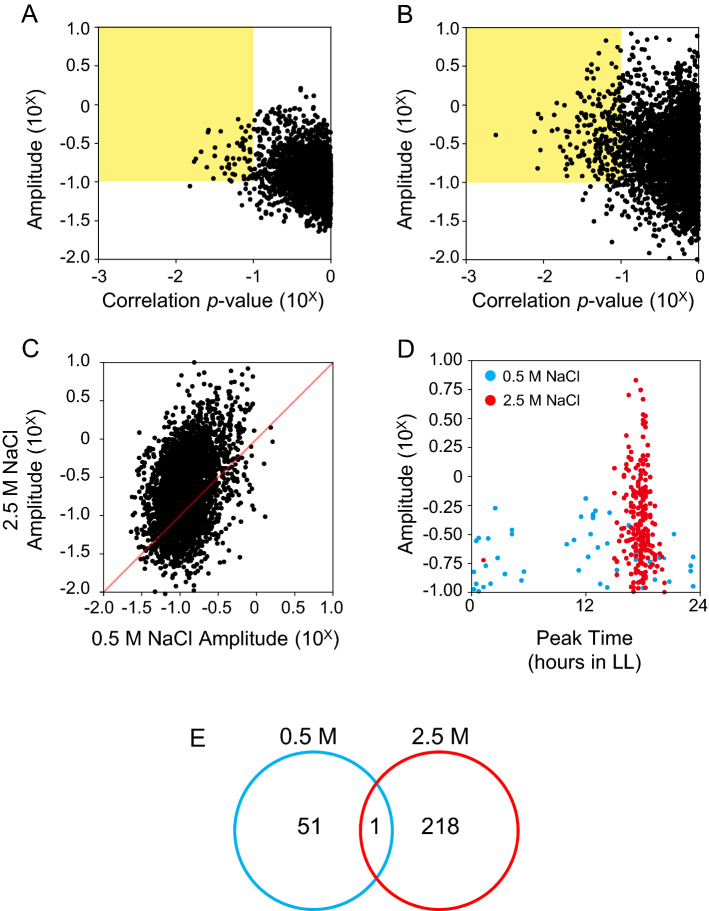
Genome-wide circadian transcription profiles in low- and high-salt-acclimated *Halothece* cells. (**A** and **B**) Distribution of the oscillatory indices; amplitude (ordinate) and correlation *p*-value (abscissa) from each transcript under constant light conditions in low- (**A**) and high- (**B**) salt-acclimated cells. The smaller values in amplitude and the larger values in correlation *p*-values from two experiments are displayed. We defined the genes in the yellow areas as the cycling genes. The definition of each index is described in the Materials and Methods. (**C**) Scatter plot for the amplitude of low- vs high-salt-acclimated cells. (**D**) Scatter plot for the peak expression time (ordinate) vs amplitude (abscissa) from low- and high-salt-acclimated cells. (**E**) Numbers of detected circadian cycling genes in low- and high-salt-acclimated cells.

**Figure 3:**
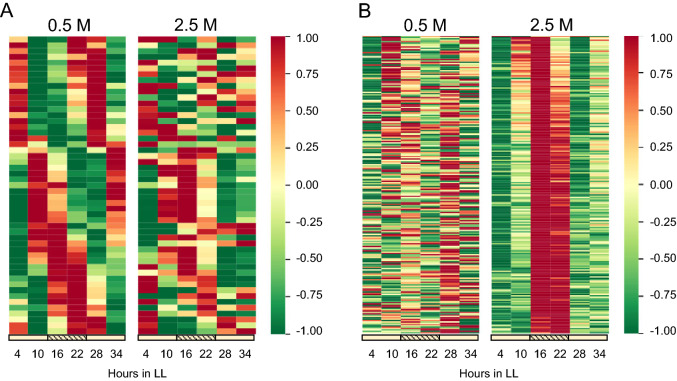
Circadian cycling expression profiles from low- and high-salt-acclimated cells. The average and SD of six time points (4, 10, 16, 22, 28 and 34 h in LL) are normalized to 0.0 and 1.0, respectively. The time course for each gene is displayed horizontally and the circadian cycling genes are placed vertically in ascending order of peak time of low- (**A**) and high-salt conditions (**B**).

In Fig. 4A, several genes were picked up in terms of their relationship to the salinity condition and the circadian clock (the rhythmicity of gene expression described here includes those that were not determined to be “cycling” in Fig. 2A and B). 

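The M2G synthesis genes *H1590*, *H1078*, *H1077* and *H1076* had fitted peaks in the subjective night, LL12 to LL24, at either salt. *H1078* peaked at 21.3 h in 0.5 M and 21.7 h in 2.5 M NaCl, and was highest at LL22 in all 4 cultures, from 9.90 TPM in 0.5 M experiment 2 to 27.5 TPM in 2.5 M experiment 1. The fitted peaks were at 18.4 and 20.7 h for *H1590*, 20.8 and 21.7 h for *H1077* and 21.5 and 20.9 h for *H1076*. None passed edgeR's test of the 24-h terms, with adjusted p of 0.0602 and 0.0688 for *H1590*, 0.136 and 0.210 for *H1078*, 0.144 and 0.126 for *H1077* and 0.117 and 0.401 for *H1076*. The adjusted p of the difference in rhythm between the salts was 0.732, 0.928, 0.899 and 0.919 in the same order.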

The M2G synthesis genes, *H1590* and *H1078-1076*, showed similar peak times under both salinity conditions. *H0532*, which was extracted as a cycling gene under both salinity conditions, showed different phases of expression rhythms under different NaCl concentrations. Under 0.5 M NaCl, the peak appeared at LL10, but under 2.5 M NaCl, the peak was preferentially shifted to LL16. 

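The fitted peak of *H0532* was at 12.2 h in 0.5 M NaCl (log2 amplitude 0.42, adjusted p = 0.0149 from edgeR's test of the 24-h terms) and at 15.8 h in 2.5 M NaCl (log2 amplitude 0.45, adjusted p = 0.0598). The difference between the salts had an adjusted p = 0.333. Best-fit peaks of the TPM values were at 12.0 and 12.5 h in the experiments at 0.5 M NaCl and at 16.5 and 17.0 h at 2.5 M NaCl.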

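*H3826*, *ctaD*, was highest at LL16 at 2.5 M NaCl, at 416 and 467 TPM, and lowest at LL4, at 17.5 and 17.3 TPM. At 0.5 M NaCl, it was highest at LL34 in experiment 1, at 42.8 TPM, and at LL10 in experiment 2, at 44.6 TPM, times of day 24 h apart. Fitted peaks were at 13.4 and 15.6 h (adjusted p = 0.00135 and 0.0630 from edgeR's test of the 24-h terms), and the difference between the salts had an adjusted p = 0.380.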

*H3826* (cytochrome c oxidase subunit I, *ctaD*) showed a similar pattern. On the other hand, *H1120* (RR) and *H1124* (HyK), which are related to TCS, showed no rhythm under 0.5 M NaCl conditions, while circadian expression with a peak at LL16 was observed under 2.5 M NaCl conditions. 

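*H1120* was highest at LL16 in both experiments at 2.5 M NaCl, at 264 and 331 TPM, and lowest at LL4, at 63.4 and 44.8 TPM. *H1124* had the same times of its highest and lowest values, from 20.7 to 58.2 TPM and from 16.5 to 80.7 TPM. At 0.5 M NaCl, *H1120* was highest at LL34, at 33.3 and 36.6 TPM, and *H1124* at LL4, at 9.50 and 24.4 TPM. The adjusted p of edgeR's 24-h terms was 0.188 at 0.5 M and 0.115 at 2.5 M NaCl for *H1120*, and 0.238 and 0.0616 for *H1124*. Their difference between the salts had an adjusted p = 0.324 and 0.145.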

The RRs of TCS, *H0469* and *H1832*, oscillated under 0.5 M NaCl conditions but became arrhythmic under 2.5 M NaCl conditions. 

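*H0469* was lowest at LL10 in both experiments at 0.5 M NaCl, at 84.7 and 64.6 TPM, and highest at LL22 and LL4, at 217 and 158 TPM. It lay, at 2.5 M NaCl, between 60.0 TPM at LL28 and 107 TPM at LL4. *H1832* had a smaller range, from 65.6 to 97.52 TPM in experiment 1 at 0.5 M NaCl and from 48.6 to 72.1 TPM in experiment 1 at 2.5 M NaCl. The adjusted p of edgeR's 24-h terms was 0.00581 at 0.5 M and 0.571 at 2.5 M NaCl for *H0469*, and 0.0541 and 0.335 for *H1832*, and that of the difference between the salts was 0.357 and 0.964. Both RRs fell between the salts, with log2 fold changes of −1.56 (SE 0.31, adjusted p = 1.88e-04) and −1.35 (SE 0.13, adjusted p = 4.27e-05) from edgeR's quasi-likelihood test.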

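*H3510* and *H3511*, the methyltransferases of GB synthesis, did not pass edgeR's test of the 24-h terms, with adjusted p of 0.755 at 0.5 M and 0.416 at 2.5 M NaCl for *H3510*, and of 0.314 and 0.398 for *H3511*. Both were, at 2.5 M NaCl, highest at LL4 and lowest at LL10, with *H3510* from 4485 to 2179.8 TPM and *H3511* from 3498 to 1674 TPM in experiment 1. Both were lowest at LL28 at 0.5 M NaCl, with *H3510* at 926 and 1087 TPM and *H3511* at 398 and 483 TPM. The difference in rhythm between the salts had an adjusted p of 0.631 for *H3510* and 0.572 for *H3511*.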

Two methyltransferases, *H3510* (glycine sarcosine methyltransferase, *gsmt*) and *H3511* (dimethylglycine methyltransferase, *dmt*), were examples of arrhythmic genes under both NaCl conditions. As shown in Figure S8A and B, intracellular amount of GB did not show the circadian oscillation under both NaCl conditions. For some of the genes discussed herein, RT-PCR analysis also confirmed similar phases and waveforms to the rhythms seen based on the RNA-seq data (Fig. S9).

**Figure 4:**
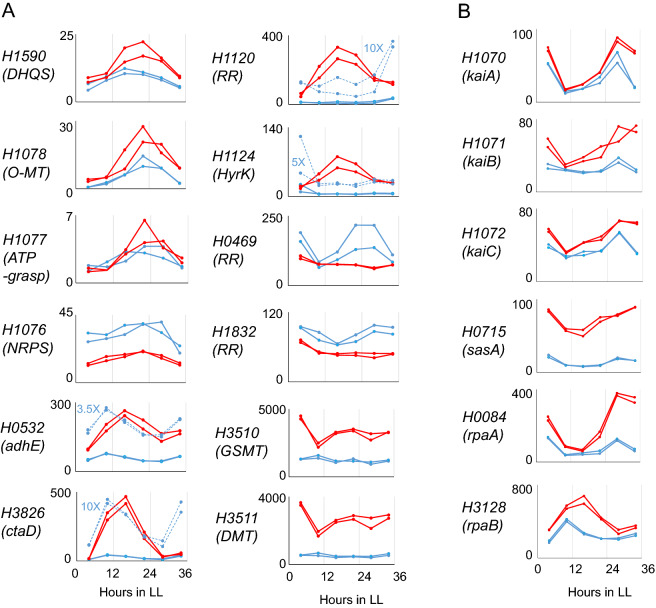
Temporal expression patterns of 22 representative *Halothece* genes. The blue and red lines indicate expression profiles under conditions of 0.5 and 2.5 M NaCl, respectively, from two independent experiments. The number on the ordinate indicates TPM values. (**A**) Genes that exhibited various expression patterns depending on NaCl concentration. (**B**) Circadian clock-related genes. To make it easier to see the expression patterns, the TPM values of *H0532*, *H3826*, *H1120*, and *H1124* are magnified by the magnification value indicated in each graph (dotted blue lines).

### Relationship between the circadian clock in Halothece and the salinity of the environment

In Fig. 4B, the expression patterns of *kaiA*, *kaiB*, *kaiC*, *sasA*, *rpaA*, and *rpaB* are listed as factors related to the circadian clock. KaiA, KaiB, and KaiC are essential for the oscillation of the circadian rhythm in cyanobacteria^22^; SasA is a KaiC-binding protein that forms a TCS with RpaA to regulate global circadian transcriptional expression^21^; RpaB is also thought to be involved in circadian gene expression^23^. *kaiABC*, *sasA*, and *rpaA* showed rhythms peaking at around LL4 and LL28 under both NaCl concentrations, which was different from the average peak times for most genes under 2.5 M NaCl conditions.

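*kaiA*, *H1070*, was highest at LL28 and lowest at LL10 in all 4 cultures, with 54.1 and 68.2 TPM at LL28 in 0.5 M NaCl and 82.8 and 88.4 TPM in 2.5 M NaCl. *kaiC*, *H1072*, also was highest at LL28 and lowest at LL10 in all 4 cultures, and *kaiB*, *H1071*, was highest at LL28 except in experiment 1 at 2.5 M NaCl, where LL34 was highest. *sasA*, *H0715*, was highest at LL4 at 0.5 M NaCl, at 23.7 and 20.5 TPM, and at LL34 at 2.5 M NaCl, at 89.1 and 89.4 TPM. *rpaA*, *H0084*, was highest at LL4 at 0.5 M NaCl, at 132 and 138 TPM, and at LL28 at 2.5 M NaCl, at 379 and 365 TPM. At 0.5 M NaCl, the 24-h terms passed edgeR's test for *kaiA* (adjusted p = 0.00438), *kaiC* (0.0375), *sasA* (0.0142) and *rpaA* (0.0159), and not for *kaiB* (0.0529). At 2.5 M NaCl, the adjusted p was 0.0771, 0.132, 0.0659, 0.0688 and 0.170 in the same order.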

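Fitted peaks of *kaiA* (*H1070*), *kaiB* (*H1071*), *kaiC* (*H1072*), *sasA* (*H0715*) and *rpaA* (*H0084*) fell between 2.08 and 5.11 h. They were at 2.08 h in 0.5 M and 4.27 h in 2.5 M NaCl for *kaiA*, 4.36 and 5.07 h for *kaiB*, 2.44 and 4.48 h for *kaiC*, 5.09 and 4.94 h for *sasA* and 3.53 and 5.11 h for *rpaA*. The adjusted p of the difference in rhythm between the salts, from edgeR's quasi-likelihood F test, was 0.608, 0.817, 0.764, 0.603 and 0.627 in the same order, which does not show that the rhythms were equal. Samples were 6 h apart.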

Considering that the circadian expression of *kaiABC*, *sasA*, and *rpaA* showed the same peak time under both salinity conditions, it was thought that the phases of the central circadian oscillator did not change at different salt concentrations (Fig. 4B). Therefore, the existence of genes such as *H0532*, *H3826*, and *H3128*, whose peak times of expression rhythm changed with different salt concentrations, is strange (Fig. 4A and B). 

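*rpaB*, *H3128*, was highest at LL10 in both experiments at 0.5 M NaCl, at 401 and 428 TPM, and at LL16 at 2.5 M NaCl, at 598 and 683 TPM. Its fitted peaks were at 12.4 h and 14.9 h, with adjusted p of 0.0437 and 0.152 from edgeR's test of the 24-h terms. The adjusted p of the difference between the salts was 0.754, where that of *H0532* was 0.333 and that of *H3826* 0.380.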

The LL16 peak in expression pattern shown by these genes in the 2.5 M NaCl conditions is consistent with most of the genes extracted as cycling genes in the 2.5 M NaCl concentration conditions (Fig. 3B). The presence of genes such as *H1120* and *H1124*, which were arrhythmic under 0.5 M NaCl conditions but showed a similar pattern of fluctuation under 2.5 M NaCl conditions, may also support that the cyclic pattern was induced not by the circadian clock but by the high-salinity conditions. In addition, the accumulation pattern of M2G under 0.5 M NaCl conditions showed a circadian oscillation, with an increase in accumulation during the subjective day, but the rhythm disappeared under 2.5 M NaCl conditions (Fig. S8C and D). The M2G biosynthetic genes (*H1590*, *H1078-1076*) showed fluctuations peaking at LL16-20 under both salinity conditions (Fig. 4A and Fig. S9), indicating that the fluctuations observed under 2.5 M NaCl were not reflected in the M2G accumulation. Thus, it is possible that the rhythm peaking at LL16-20 under 2.5 M NaCl was not a circadian oscillation, but a transient induction due to salt stress. 

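The 217 genes that cycled at 2.5 M NaCl with a peak from 15 to 22 h, among them *H1120*, *H1124*, *H2085* and *H1467*, had a median log2 TPM change of 0.65 from LL4 to the mean of LL16 and LL22 and of −0.51 from there to LL28. At LL28, 24 h after LL4, their median log2 TPM difference from LL4 was 0.16. After rescaling by TMM factors these medians were 0.28, −0.42 and −0.12, the last with the opposite sign, and the genes had been chosen by this shape, so the values describe it and do not test it. Over all 3828 genes tested by edgeR's quasi-likelihood test, 542 were higher and 565 lower at LL28 than at LL4 in 2.5 M NaCl, against 211 and 121 in 0.5 M NaCl. Between LL16 and LL4, 678 were higher and 662 lower in 2.5 M NaCl, against 235 and 171 in 0.5 M NaCl. This fit had no term for culture and treated libraries of the same culture at different times as independent. From the LL16 peak of genes such as *H1120* and *H1124*, which it describes as arrhythmic at 0.5 M NaCl, from the unchanged peak times of *kaiABC*, *sasA* and *rpaA*, and from the accumulation of M2G, which did not follow its genes, the paper considers it possible that the LL16–20 peak under 2.5 M NaCl was a transient induction by salt stress and not a circadian oscillation.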

If so, the number of genes actually undergoing circadian oscillation under 2.5 M NaCl conditions was very small. The results of Fig. 3A, in which the phase of circadian gene expression with 0.5 M NaCl was perturbed with 2.5 M NaCl, suggest that high salinity destabilizes the circadian clock in *Halothece*.

The question arose as to whether the central oscillator formed by the KaiABC protein was affected by high NaCl concentrations. It is known that the phosphorylation rhythm of KaiC is produced by the regulation of KaiA and KaiB^24,25^, and this was analyzed in *Halothece* by Western blotting (Fig. S10). Under both NaCl conditions, the KaiC phosphorylation level was always high; under 0.5 M NaCl conditions, the ratio of phosphorylation was found to be oscillating with peaks at LL10 and 34, while under 2.5 M NaCl conditions, the amplitude of the rhythm decreased. This result suggests that interactions among Kai proteins might be affected under high-salinity conditions. It would be interesting to investigate the relationship between the amplitude of the KaiC phosphorylation rhythm and the stability of the circadian rhythmicity in cyanobacteria.

## Conclusion

Based on the detailed results of our RNA-seq analysis, we propose a molecular network of high-salinity acclimation mechanisms in halotolerant cyanobacterium. Molecular networks and regulatory mechanisms that are crucial for salt tolerance were found to be coordinated with the interlinking of signaling and metabolic pathways, such as ion homeostasis, energy production, and biosynthesis of secondary metabolites. The coordination of intracellular regulatory mechanisms with specific metabolic pathways is thought to maintain high levels of chemical reaction activity by activating the turnover of related proteins (Fig. 5). Furthermore, we found that external environmental stress, i.e., high-salinity conditions, significantly affected the circadian clock.

**Figure 5:**
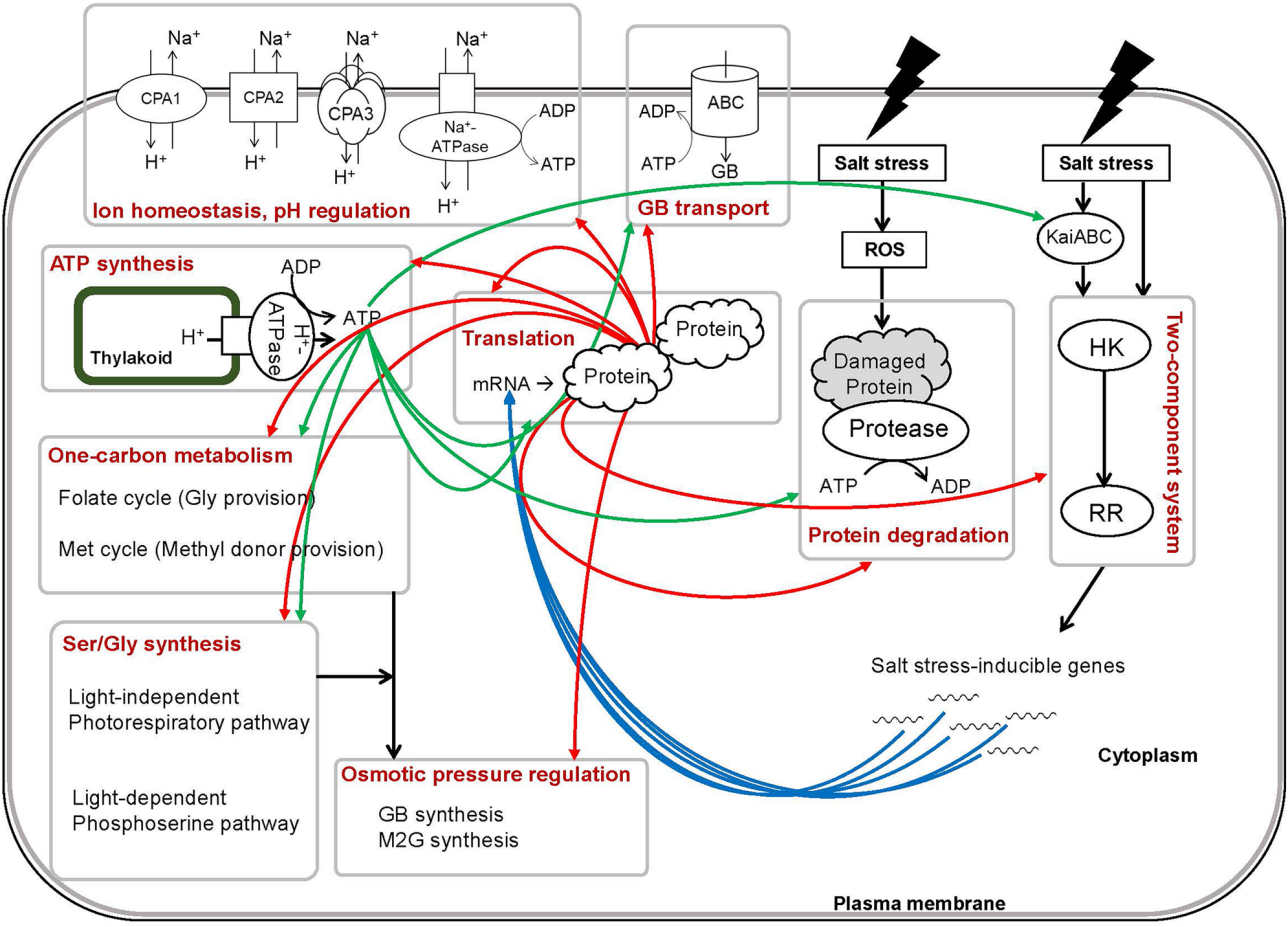
Transcriptional upregulation of signaling and biosynthetic pathways in high-salt-acclimated *Halothece* cells and their correlations. Blue, red, and green arrows indicate the flow of mRNA, protein, and ATP, respectively. See text and supplementary data for details.

## Materials and methods

### Culture conditions for cyanobacteria

*Halothece* sp. PCC7418 was grown photoautotrophically in BG11 medium plus Turk Island salt solution, containing 0.5 M or 2.5 M NaCl^26^, under continuous light (LL) conditions of light-emitting diode of light intensity equivalent to 50 μmol m^−2^ s^−1^ at 30 °C for 10 days. To synchronize the circadian clock, the cultures acclimated to each NaCl condition were treated with two cycles of 12-h light 12-h dark (LD) alternation and then placed in LL conditions. The cells were cultivated and harvested after 4, 10, 16, 22, 28, and 34 h in LL conditions. The optical densities of the cultures were around 0.25 at 730 nm (OD_730_) before synchronization, and the values did not exceed 0.50 by the time sampling was completed. Biological duplicated samples were prepared and stored at − 80 °C.

### Extraction of total RNA

Total RNA was extracted utilizing TRIzol^Ⓡ^ LS Reagent (Thermo Fisher Scientific, Inc., Waltham, MA, USA), according to the manufacturer’s protocol. DNase I treatment was carried out to eliminate DNA contamination, using RNase-free recombinant DNase I (Takara Bio, Shiga, Japan). After treatment, RNA was recovered from the DNase I reaction mixture using phenol:chloroform extraction followed by ethanol precipitation. The RNA pellet was reconstituted with 50 µl of nuclease-free water (Takara Bio). RNA concentration was determined spectrophotometrically (BioSpec-nano, Kyoto, Japan) and visually confirmed using agarose gel electrophoresis.

### RNA sequencing (RNA-seq) analysis

RNA-seq was conducted by Bioengineering Lab. Co., Ltd., Kanagawa, Japan. The concentration of total RNA was measured using a Quantus Fluorometer and the QuantiFluor RNA System (Promega, Madison, WI, USA). The quality was then confirmed using the 5200 Fragment Analyzer System and the Agilent HS RNA Kit (Agilent Technologies, Inc., Santa Clara, CA, USA). For the preparation of libraries, MGIEasy RNA Directional Library Prep Set (MGI Tech Co., Ltd., Shenzhen, China) was utilized, according to the manufacturer’s protocol, following the removal of ribosomal RNA by using riboPool (siTOOLs Biotech, Munich, Germany). The concentration of the libraries was measured by utilizing a Qubit 3.0 Fluorometer and the dsDNA HS Assay Kit (Thermo Fisher Scientific, Inc.). Then, the quality of the libraries was confirmed using a Fragment Analyzer, the dsDNA 915 Reagent Kit/Agilent 2100 Bioanalyzer, and the High Sensitivity DNA Kit (Agilent Technologies). Following circularization using the MGIEasy Circularization Kit (MGI Tech Co., Ltd.), DNA nanoballs were prepared by utilizing the DNBSEQ-G400 RS High Throughput Sequencing Kit (MGI Tech Co., Ltd.). RNA sequencing was performed on a DNBSEQ-G400 (MGI Tech Co., Ltd.), using paired-end 200-bp sequencing.

For data analysis, the relative transcript expression level was normalized as TPM. The TPM values (n = 2) of LL 16, 22, 28, and 34 under low (0.5 M) or high (2.5 M) NaCl conditions were averaged, and DEGs between these conditions were extracted. Fold-change threshold values of 2 and 0.5 were utilized for the extraction of upregulated and downregulated genes, respectively.

### Detecting circadian cycling genes

We extracted statistically-significant cycling genes based on the normalized TPM time courses. The two indices for circadian cycling genes, “amplitude” and “correlation *p* value” were calculated from a time course of TPM data for each gene. “Amplitude” was defined as the standard deviation of time-course data and indicates how evident the gene fluctuation is. “Correlation *p* value” indicates how close the expression profile is to sinusoid. The value of Pearson’s correlation between the expression profile and the best-fit sinusoidal curve with a period of 24 h was computed. The best-fit sinusoidal curve was selected from 60 sinusoidal functions with different phases, which produced the maximum correlation value. Next, we generated 106 random time-course data series and then obtained the distribution that the maximum correlation values of the random time-course data obeyed. Based on this distribution, we calculated the “correlation *p* value”, the probability that a maximum correlation value from virtual random time-course exceeds the one from actual time-course. Because we had two independent TMP time courses, we considered the gene was undergoing circadian cycling when the amplitude exceeded 0.1 and the correlation *p* value was < 0.1 for both experiments. These filtering procedures and the threshold values used were identical to those used in a previous study^27^.

### GO analysis

*Halothece* gene sequences were compared with the Gene Ontology database (http://geneontology.org/) using BlastX, and a GO term was assigned to each sequence (E-value < *e*^5^). Then, Fisher’s exact probability test was performed on the DEGs.

### Other methods

Semi-quantitative reverse transcriptase PCR (RT-PCR) was performed as previously described^28^, using 1 μg of total RNA. The RT-PCR primers and PCR cycle number for each gene are shown in Table S2. M2G measurement was performed as previously described^4^.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

All data generated or analyzed during this study are included in this published article (and its Supplementary Information files). The sequence data of RNA-seq analysis has been deposited in the Gene Expression Omnibus (GEO), https://www.ncbi.nlm.nih.gov/geo/ (accession no. GSE205640).

# Supplementary material for: Global transcriptional and circadian regulation in a halotolerant cyanobacterium Halothece sp. PCC7418
**Source:** Sci Rep. 2022 Aug 12;12:13190. doi: 10.1038/s41598-022-17406-6
**Supplement:** Supplementary file 2 — Supplementary Information 2.

**Supplemental Information**

Global transcriptional and circadian regulation in a halotolerant cyanobacterium *Halothece* sp. PCC7418

Rungaroon Waditee-Sirisattha^1,^*, Hiroshi Ito^2,^*, and Hakuto Kageyama^3,4,^*

**
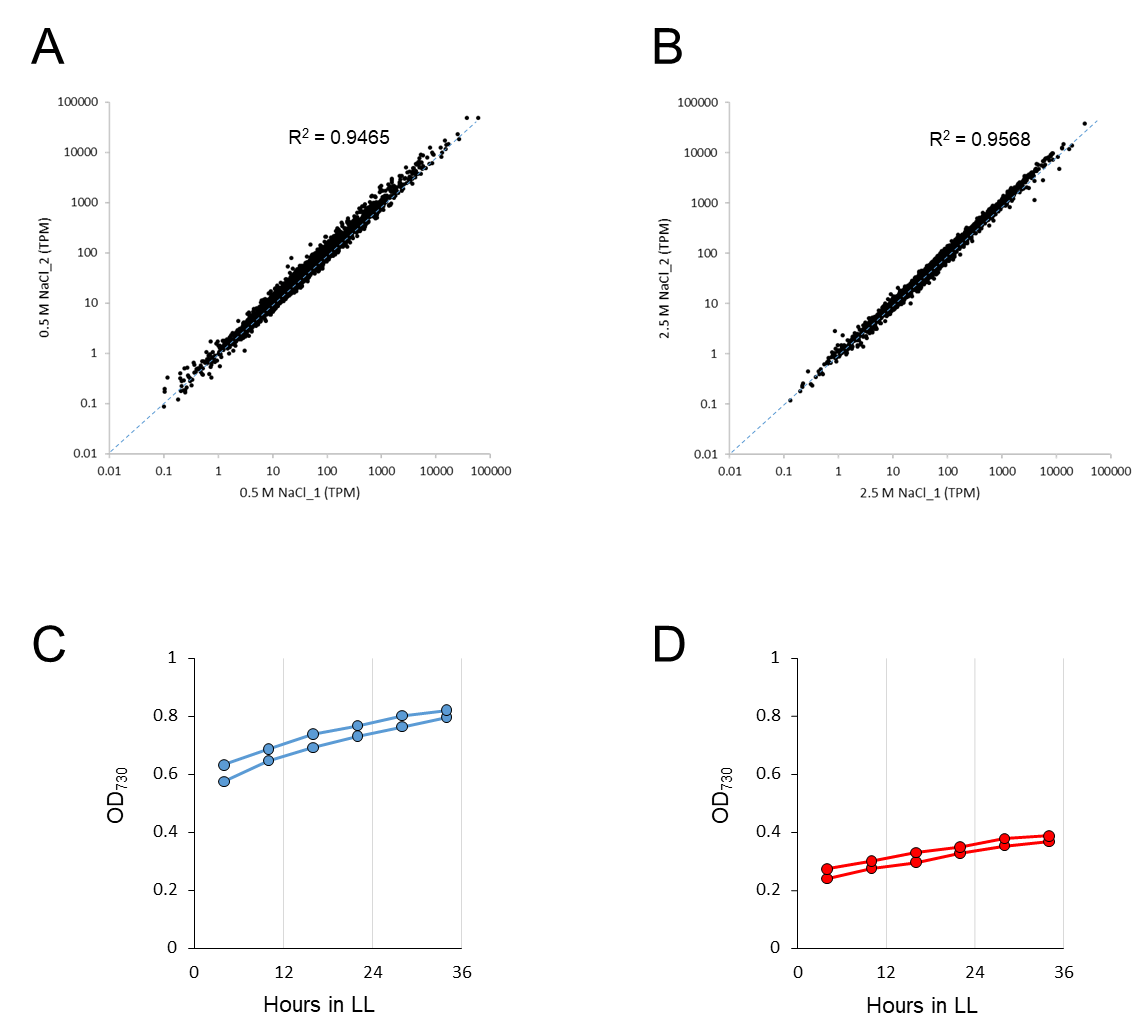
**

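Replicate cultures of a salt resembled each other across genes. For TPM values averaged over LL16 to LL34, as log2(TPM + 1), Pearson's r between the experiments was 0.993 at 0.5 M NaCl and 0.997 at 2.5 M NaCl over 3843 genes, with Spearman's rho of 0.991 and 0.996. These are correlations across genes within pairs of cultures, and genes are not independent replicates. The abundant phycocyanin subunit genes, whose products harvest light, show the spread between cultures: *PCC7418_RS15855* was at 15860.1 ± 1833 TPM at 0.5 M NaCl and 12753 ± 301 TPM at 2.5 M NaCl, and *PCC7418_RS15850* at 13188 ± 2429 and 12496 ± 443 TPM (SD, n = 2 cultures).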

**Figure S1.** Scatter plots of transcriptional expression data for replicates of low- (A) and high- (B) salt-acclimated *Halothece* showing a high degree of correlation. (C) and (D) Growth of *Halothece* cultures investigated in this study under 0.5 M (C) and 2.5 M (D) NaCl conditions. The absorbance of cultures was measured at 730 nm at each sampling time.

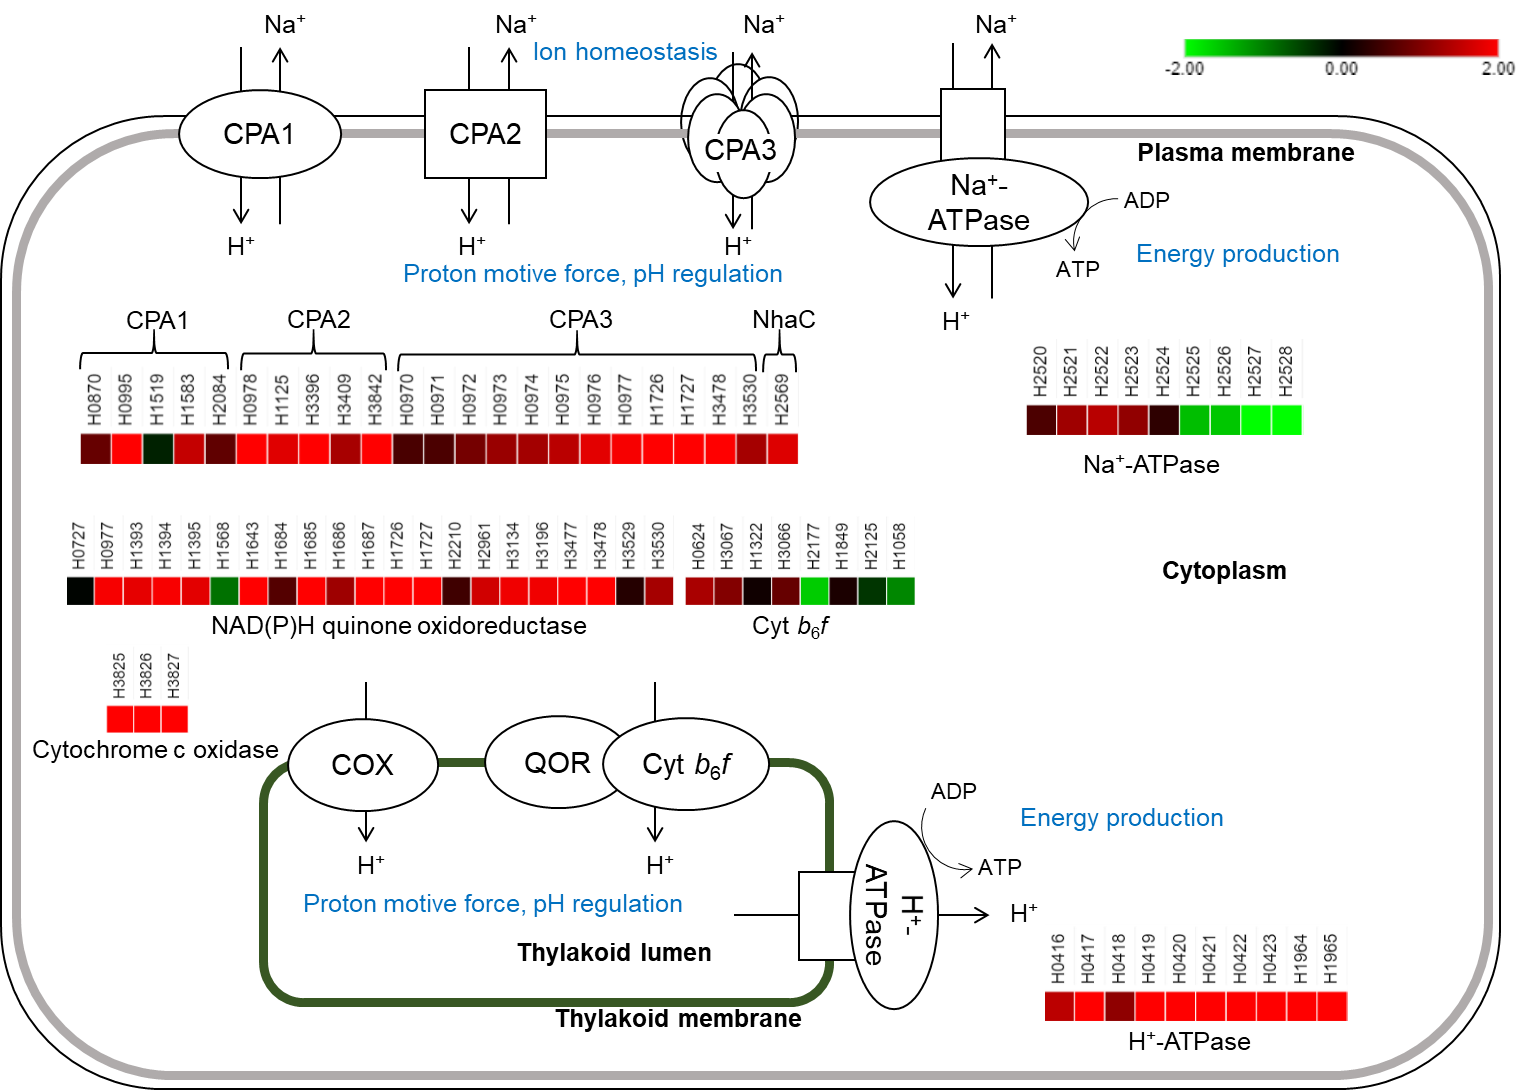

**Figure S2.** Schematic diagram of the factors related to ion homeostasis and energy production. The heatmaps illustrate the expression of related genes. The images of the heatmaps were created by using Morpheus (https://software.broadinstitute.org/morpheus). Abbreviations: CPA, cation/proton antiporter; QOR, NAD(P)H quinone oxidoreductase; Cyt*b*_6_*f*, cytochrome *b*_6_*f* complex; COX, cytochrome c oxidase.

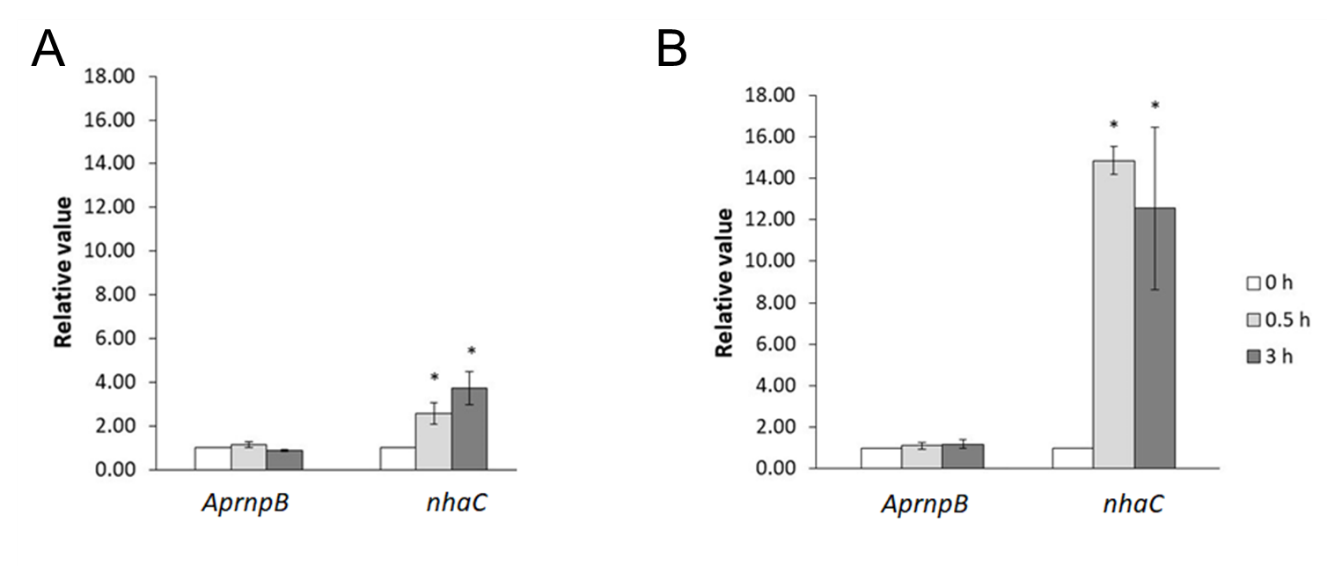

**Figure S3.** Expression of *nhaC* in *Halothece* 7418 cells. Cells were collected at 0, 0.5, and 3 h of exposure to salinity stress (A) or alkaline stress (B). Semiquantitative RT-PCR analysis was performed. PCR products were subjected to electrophoresis, followed by calculation of relative values of the amount of DNA fragments. Ribonuclease gene (*H0895*) was used as an internal control. Data are the means ± standard deviations of three independent experiments. Asterisks indicate significant difference (*P* < 0.05) from the values at time zero. The detailed methods are shown below.

**Stress treatments**

*Halothece* cells were photoautotrophically cultured at 30ºC in BG11 media plus Turk Island salt solution containing 0.5 M NaCl under continuous cool white fluorescent light intensity of 70 µE m^-2^ s^-1^. For salt-stress treatment, the cells were cultured to the exponential growth phase (OD730≅0.8) in BG11 media plus Turk Island salt solution containing 0.5 M NaCl. Cells were then harvested from 100 ml cultures by centrifugation and immediately transferred into the same volume of fresh medium containing 2.0 M NaCl. The cells treated under salt up-shock condition were harvested at 0, 0.5 and 3 hours.

For alkaline stress, the same volume scale as described in salt-stress treatment was performed. The cells were firstly cultured to the exponential growth phase (OD730≅0.8) in BG11 media plus Turk Island salt solution containing 0.5 M NaCl. Cells were then harvested by centrifugation and immediately transferred into the BG11 media plus Turk Island salt solution containing 0.5 M NaCl in which pH was adjusted to 10 by using 6 M NaOH. The cells treated under alkaline-stress condition were harvested at 0, 0.5 and 3 hours.

**Reverse transcription-PCR (RT-PCR) analysis**

Total RNA was extracted with TRIzol® reagent (Invitrogen, USA) according to the manufacturer’s instructions. RNA concentration and quality were determined using a Nanodrop 2000 (Thermo Scientific, USA) and gel electrophoresis, respectively. Five µg of total RNA was utilized as a template for cDNA synthesis with the SuperScript® III first-strand synthesis system (Invitrogen, USA). A specific primer pair for the *nhaC* gene (*H2569*); forward 5’ GTTAGGGAACATGATGGAG 3’ and reverse 5’ GGCATTGATAAACAAGCAG 3’ was used. A primer pair for the ribonuclease gene (*H0895*) gene was used as an internal control ^1^. The mRNA expression level was quantitated using Image LabTM 3.0 software (http://www.bio-rad.com/en-ch/product/image-lab-software). For statistical significance, the difference between control and stress-treated condition was assessed using one sample Student’s *t*-test. *P* values<0.05 were considered significant.

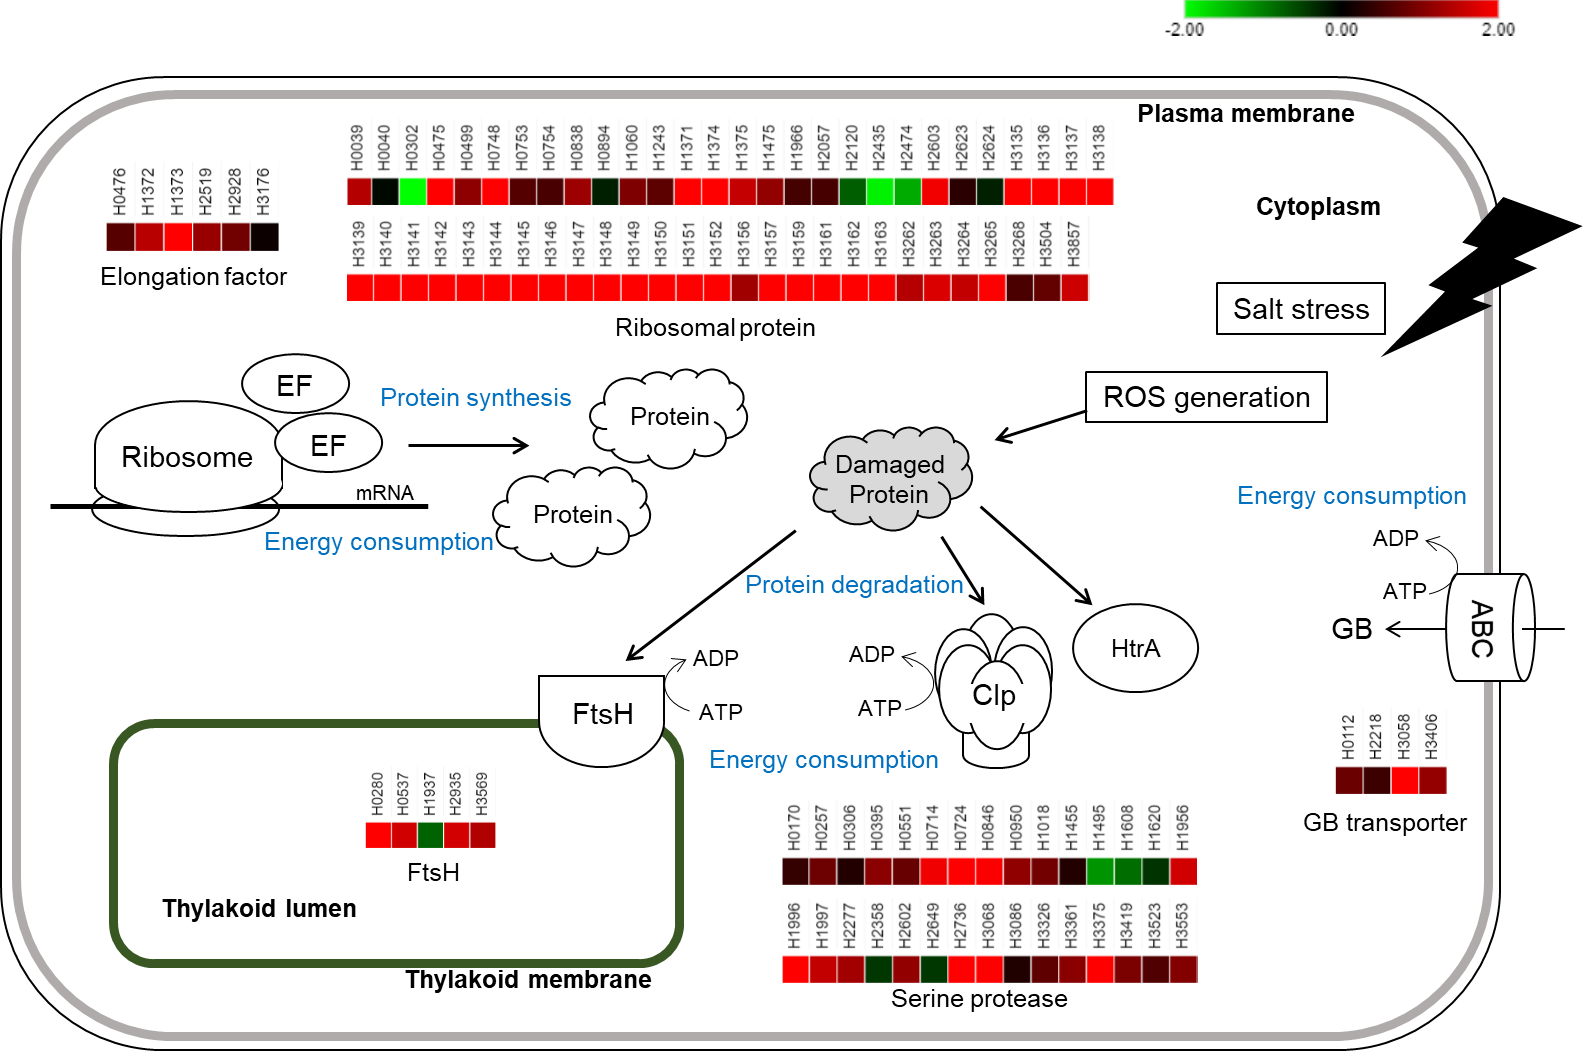

**Figure S4.** Schematic diagram of the factors related to protein homeostasis and GB transportation. The heatmaps illustrate the expression of related genes. The images of the heatmaps were created by using Morpheus (https://software.broadinstitute.org/morpheus). Abbreviations: ABC, ATP-binding-cassette transport system; EF, elongation factor.

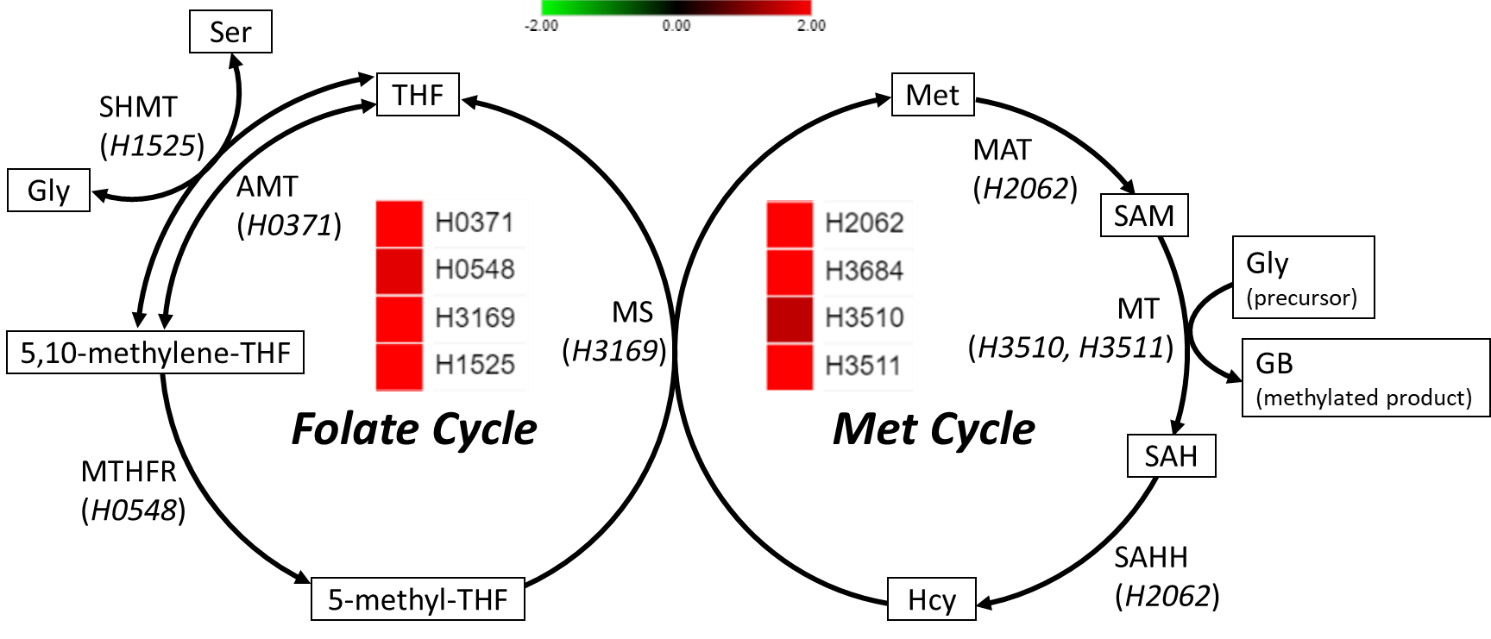

**Figure S5.** One-carbon metabolic pathway. The heatmaps illustrate the expression of related genes. The images of the heatmaps were created by using Morpheus (https://software.broadinstitute.org/morpheus). Abbreviations: THF, tetrahydrofolate; SAM, S-adenosylmethionine; SAH, S-adenosylhomocysteine; Hcy, homocysteine; GB, glycine betaine; SHMT, serine hydroxymethyltransferase; AMT, aminomethyltransferase; MTHFR, 5,10-methylene tetrahydrofolate reductase; MS, methionine synthase; MAT, methionine adenosyltransferase; MT, methyltransferase; SAHH, SAH hydrolase.

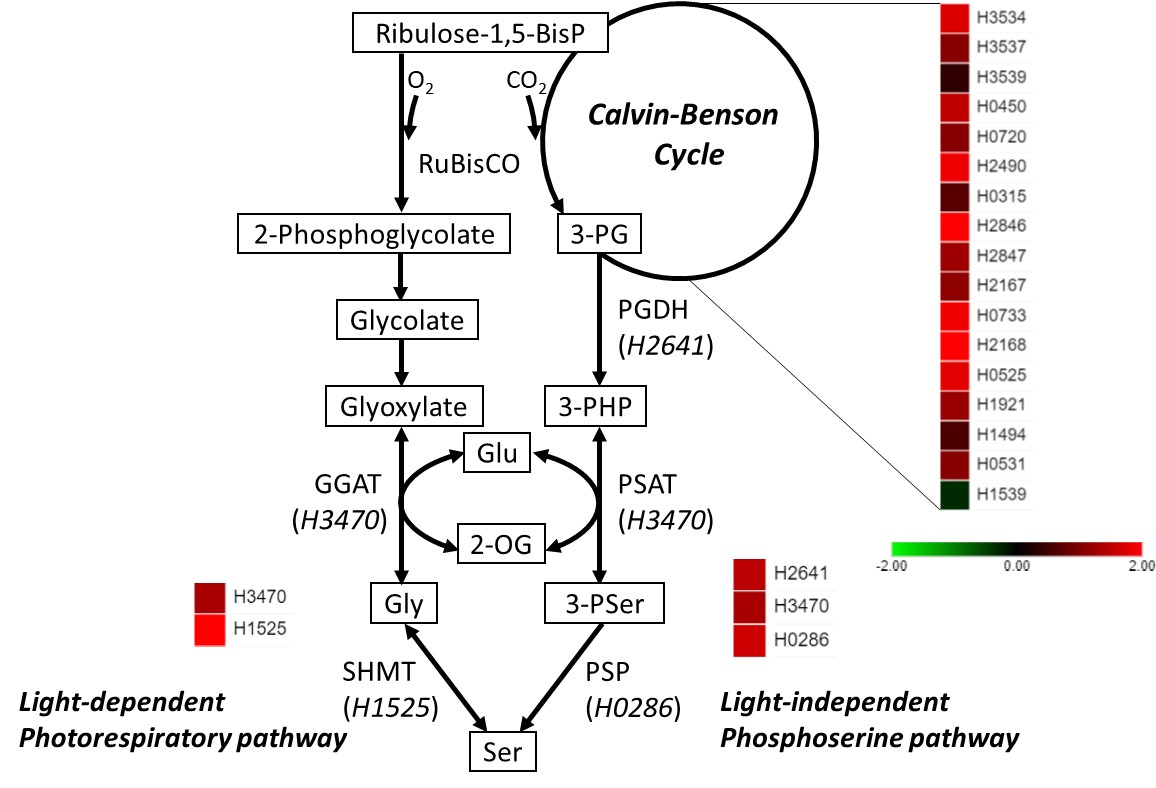

**Figure S6.** Serine biosynthetic pathway. The heatmaps illustrate the expression of related genes. The images of the heatmaps were created by using Morpheus (https://software.broadinstitute.org/morpheus). Abbreviations: 3-PG, 3-phosphoglycerate; 3-PHP, 3-phosphohydroxypyruvate; 3-PSer, 3-phosphoserine; 2-OG, 2-oxoglutarate; RuBisCO, ribulose 1, 5-bisphosphate carboxylase/oxygenase; PGDH, 3-phosphoglycerate dehydrogenase; PSAT, phosphoserine aminotransferase; PSP, phosphoserine phosphatase; SHMT, serine hydroxymethyltransferase; GGAT, glutamate:glyoxylate aminotransferase.

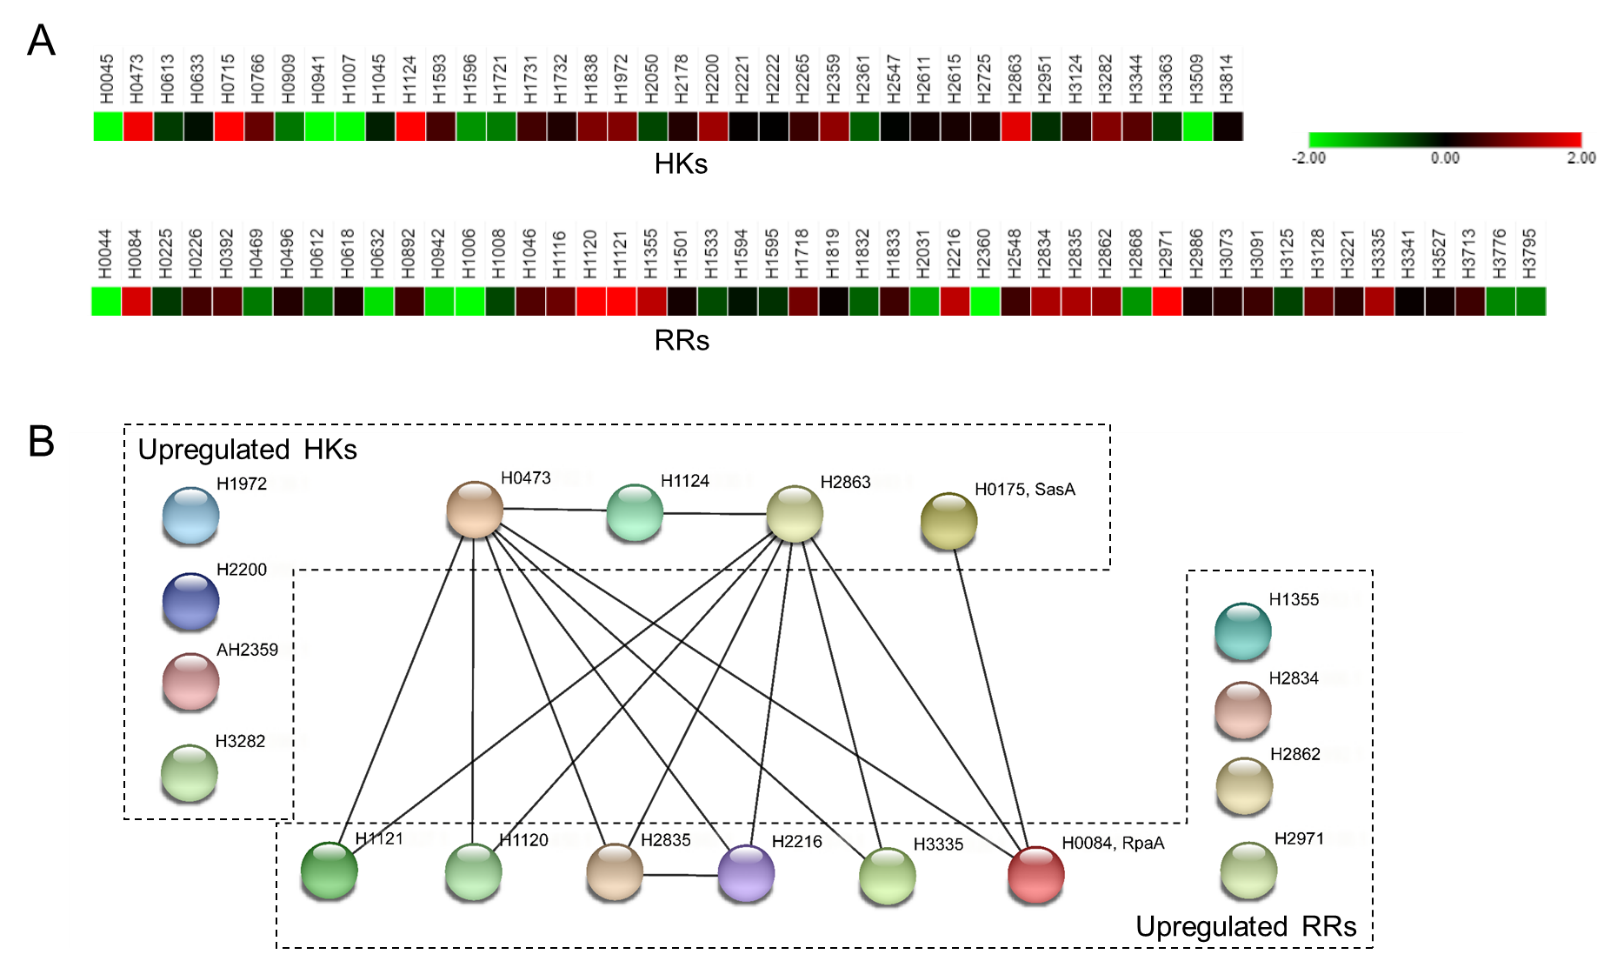

**Figure S7.** Expression and interaction of HKs and RRs. (A) The heatmaps illustrate the expression of HKs and RRs. The images of the heatmaps were created by using Morpheus (https://software.broadinstitute.org/morpheus). (B) Putative interaction network among HKs and RRs. The network was predicted by STRINGS (https://string-db.org/) using upregulated (log2FC ≥ 1) HKs and RRs. The settings used for the prediction were as follows. Network type: full STRING network, meaning of network edges: evidence, active interaction sources: experiments, minimum required interaction score: high confidence.

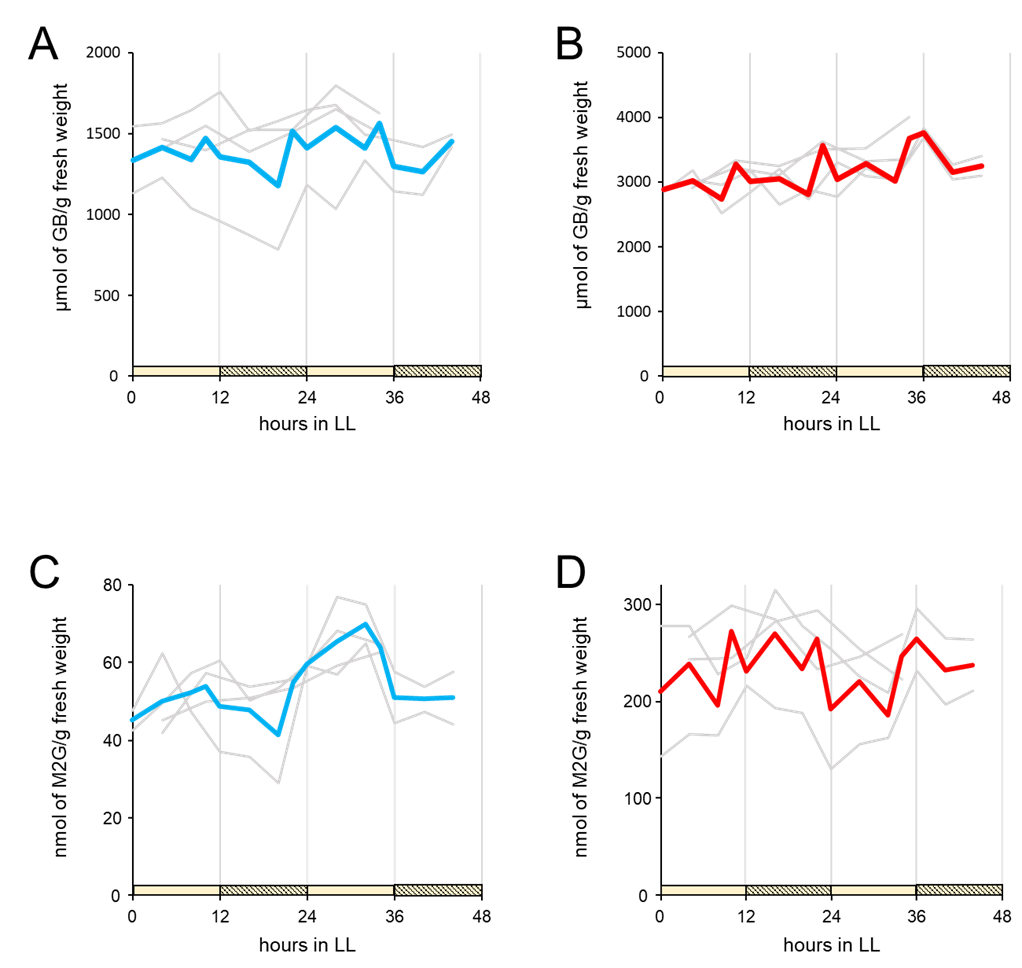

**Figure S8.** Temporal accumulation patterns of GB and M2G in *Halothece*. GB (A and B) and M2G (C and D) were extracted from *Halothece* and quantified according to a previously described protocol ^2^. The blue (A and C) and red (B and D) lines indicate accumulation profiles under conditions of 0.5 and 2.5 M NaCl, respectively, from four independent experiments (gray lines).

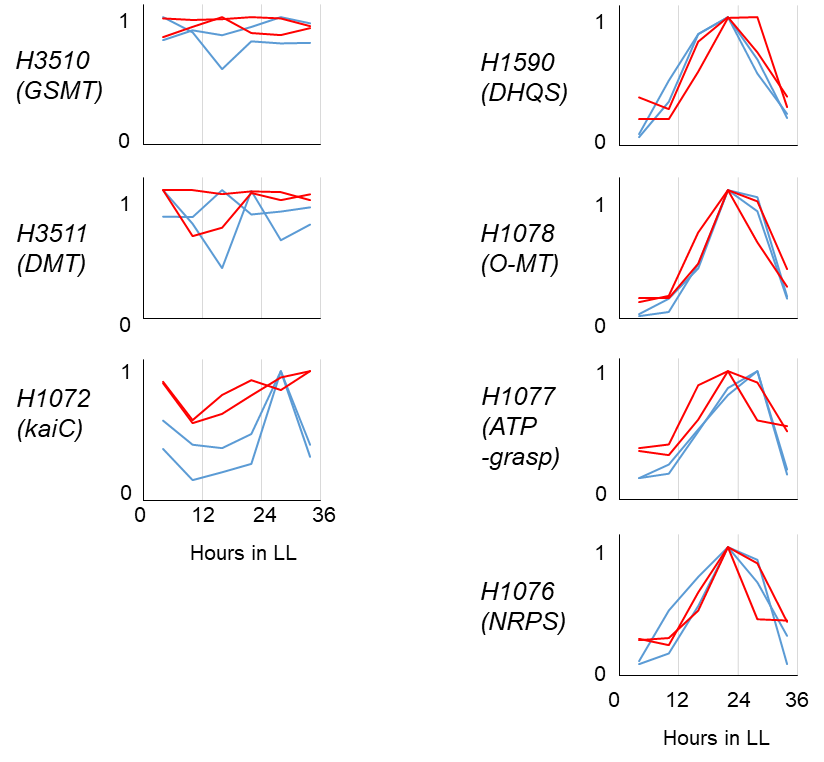

**Figure S9.** Semi-quantitative RT-PCR analysis for representative *Halothece* genes. The blue and red lines indicate expression profiles under conditions of 0.5 and 2.5 M NaCl, respectively, from two independent experiments. Relative values are shown, and the time when the intensity peaked was adjusted to 1.

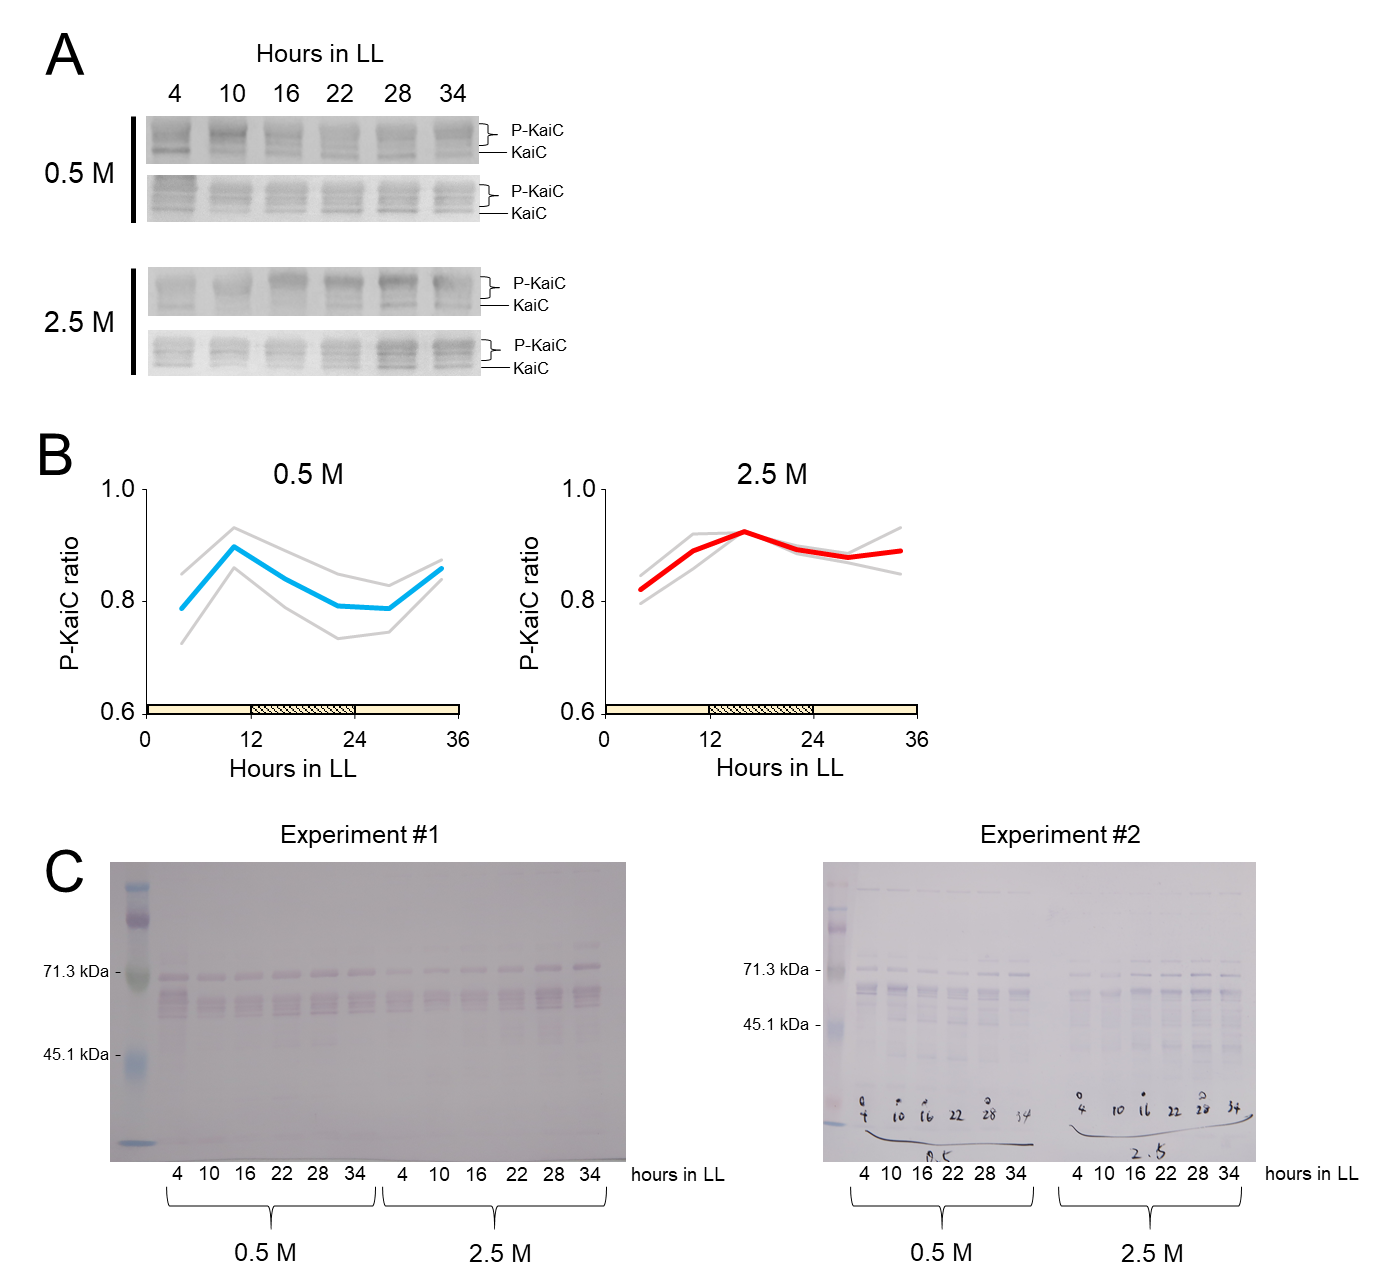

**Figure S10.** Temporal phosphorylation patterns of KaiC in *Halothece*. Total soluble protein was extracted from sampled *Halothece* cells as previously described ^3^, using buffer containing 100 mM Tris-HCl (pH 8.0), 2 mM EDTA, and protease inhibitors (Protease Inhibitor Cocktail Set III DMSO Solution (EDTA-free), Fujifilm Wako Chemicals, Osaka Japan). The protein concentration was determined using the Bradford method. For SDS-PAGE (8.5% gel), 2.5 µl total protein was loaded onto each lane. After blotting, KaiC was detected with anti-KaiC antiserum, using a 1:500-fold dilution. The antiserum was kindly gifted by Prof. Takao Kondo (Nagoya University). This antiserum was prepared by immunization of a rabbit with recombinant KaiC of *Synechococcus elongatus* PCC7942. Note that identity between *Halothece* KaiC and *Synechococcus* KaiC was 78% (Fig. S11). Antibody-bound proteins were visualized by a colorimetric method using alkaline phosphatase-conjugated secondary antibody (A). Original blots are presented in the panel (C). (B) Relative values of KaiC phosphorylation patterns. The blue and red lines indicate the average values of two independent experiments (gray lines). (C) Original blots of the panel (A).

**Figure S11.** Alignment of KaiC of *Halothece* and *Synechococcus elongatus* PCC7942.

Table S1. Number of up- and down-regulated genes in high-salt-acclimated cyanobacteria. The absolute values of log2|FC| ≥ 2 or ≥ 1 were used as the thresholds to identify significant DEGs.

| Strain | NaCl conc. vs control | Up | Down | Total | Threshold | Method | Ref. |
| --- | --- | --- | --- | --- | --- | --- | --- |
| *Halothece* sp. PCC7418 | 2.5 M vs 0.5 M | 1368 | 446 | 3843 | log2\|FC\| ≥ 1 | RNA-seq | This study |
| *Halothece* sp. PCC7418 | 2.5 M vs 0.5 M | 402 | 93 | 3843 | log2\|FC\| ≥ 2 | RNA-seq | This study |
| *Synechocystis* sp. PCC6803 | 0.5 M vs 0 M | 147 | 228 | 3079 | log2\|FC\| ≥ 1 | DNA microarray | ^4^ |
| *Prochlorococcus* AS9601 | 5% w/v vs 3.8% w/v | 31 | 38 | 1959 | log2\|FC\| ≥ 2 | RNA-seq | ^5^ |

Table S2. List of DEGs in high-salt-acclimated *Halothece* that were discussed in the Results and Discussion section.

Table S3. Quantities of total soluble protein in *Halothece*.

|  | Total soluble protein (μg/mg fresh weight) | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Hours in LL | 4 | 10 | 16 | 22 | 28 | 34 | Average ± SE |
| 0.5 M NaCl | 54.5 | 55.2 | 50.8 | 54.0 | 55.2 | 60.7 | 55.1 ± 1.3 |
| 2.5 M NaCl | 42.2 | 44.5 | 43.2 | 48.7 | 46.3 | 46.2 | 45.2 ± 1.0 |

The total soluble protein extracted for Western blot analysis was quantified using the Bradford method. The values for each LL time and averaged values of LL4-34 are shown. The values for each LL time were averaged values of two independent experiments.

Table S4. Primers used for RT-PCR.

| gene | Sequence (5’ to 3’) | Ref. | Cycle number |
| --- | --- | --- | --- |
| *H3510* | Up: GCGAGAATCCCATTGAAG  Low: CCTTCATCCAGAATCAAG | This study | 25 |
| *H3511* | Up: ACTACGACAGTGGTAGTG  Low: GGACAATTATCGGTTTGC | This study | 23 |
| *H1072* | Up: GTCTCCTGATCCAGAAGGTC  Low: ACACATTTCATCGAGGGTAC | This study | 25 |
| *H1590* | Up: GGATCCAATGACGAAAACAACCTCTGC  Low: TGAGGATCGGTTTCCACAAG | ^6^ | 27 |
| *H1078* | Up: GGATCCAATGACGATCACTAACGATAAAC  Low: ATGCAGAATAGCCCGTAAAC | ^6^ | 27 |
| *H1077* | Up: GGATCCAATGCTTCTATTTGTCCGAGG  Low: ATAGTAACTAGAAACGGGAC | ^6^ | 27 |
| *H1076* | Up: GGATCCAATGTCTTTATTACGAGTTTTAC  Low: AAGCCTGTCTGTAACGCTGC | ^6^ | 27 |

**Supplemental Information References**

1 Kageyama, H. *et al.* An alkaline phosphatase/phosphodiesterase, PhoD, induced by salt stress and secreted out of the cells of Aphanothece halophytica, a halotolerant cyanobacterium. *Appl Environ Microbiol* **77**, 5178-5183, doi:10.1128/AEM.00667-11 (2011).

2 Patipong, T., Hibino, T., Waditee-Sirisattha, R. & Kageyama, H. Induction of antioxidative activity and antioxidant molecules in the halotolerant Cyanobacterium *Halothece* sp. PCC7418 by Temperature Shift. *Natural Product Communications* **14**, 1-6, doi:10.1177/1934578x19865680 (2019).

3 Patipong, T. *et al.* A class I fructose-1,6-bisphosphate aldolase is associated with salt stress tolerance in a halotolerant cyanobacterium *Halothece* sp. PCC 7418. *Arch Biochem Biophys* **672**, 108059, doi:10.1016/j.abb.2019.07.024 (2019).

4 Kanesaki, Y., Suzuki, I., Allakhverdiev, S. I., Mikami, K. & Murata, N. Salt stress and hyperosmotic stress regulate the expression of different sets of genes in *Synechocystis* sp. PCC 6803. *Biochem Biophys Res Commun* **290**, 339-348, doi:10.1006/bbrc.2001.6201 (2002).

5 Al-Hosani, S., Oudah, M. M., Henschel, A. & Yousef, L. F. Global transcriptome analysis of salt acclimated *Prochlorococcus* AS9601. *Microbiol Res* **176**, 21-28, doi:10.1016/j.micres.2015.04.006 (2015).

6 Waditee-Sirisattha, R., Kageyama, H., Sopun, W., Tanaka, Y. & Takabe, T. Identification and upregulation of biosynthetic genes required for accumulation of Mycosporine-2-glycine under salt stress conditions in the halotolerant cyanobacterium *Aphanothece halophytica*. *Appl Environ Microbiol* **80**, 1763-1769, doi:10.1128/AEM.03729-13 (2014).

How the deposited data were processed for this re-analysis (not part of the article)

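RNA was measured in 24 libraries of *Halothece* sp. PCC7418, 12 at 0.5 M and 12 at 2.5 M NaCl, from 2 independent experiments at each salt and 6 times in continuous light, 4, 10, 16, 22, 28 and 34 h. Each series of 6 libraries comes from 1 culture, so the independent unit of the comparison of salts is the culture, with 2 cultures per salt.

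The authors deposited raw counts per gene, made with the tools cutadapt 1.9.1, HISAT2 2.1.1, SAMtools 1.11 and featureCounts 2.0.0 according to the submitters' processing notes, which do not state the role of each tool. The authors also deposited TPM values, which are counts divided by the listed gene length and scaled to a sum of 1000000 per library; recomputing them from the deposited counts and lengths gave equal values within rounding. The gene lengths, in bases, were used as the authors deposited them. A further 24 columns of RPKM values that the authors deposited were not used here. The genome build, the strand setting and the treatment of reads with several matches are not given in the sources used here.

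The depth was 10374020 to 13653876 counts per library at 0.5 M NaCl (median 11746090) and 14409046 to 18603965 at 2.5 M NaCl (median 17236285). With counts of 4 times summed, the common biological coefficient of variation between cultures of a salt was 0.118.

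Genes in the deposited tables carry locus tags and product names, and the paper names genes by H numbers. The 1996 entries of Dataset S1 used here were joined to single genes by their TPM values, with equal product names in 1996 of 1996, and the 570 entries of Dataset S2 by their 24 values. Of 289 genes of Table S2, 150 were joined through Dataset S1, 116 by product name and a log2 TPM ratio within 0.005, and 23 were not joined and were not analysed here. Tried on the 150 genes already known through Dataset S1, the second rule gave a unique match for 112, and 112 of these were right. For genes joined with it, the fit of the values with the paper's is by construction. A locus tag is given for genes without a joined H number.

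For the paper's measure, TPM values of LL16, LL22, LL28 and LL34 were averaged over both experiments of a salt, and genes were counted at log2 ratios of 1 and 2. For the test, counts were summed over these times per culture and analysed with edgeR 4.0.16 (filterByExpr, TMM, glmQLFit and glmQLFTest; median prior degrees of freedom 5.71) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. The 50 gene lists, 20 from Table S2 and 30 by product name, were compared with camera (preset correlation 0.01, and estimated correlation) and fry of limma 3.58.1 on the same fit. Fisher's exact test was applied to each list among genes past the fold thresholds, adjusted over all lists and thresholds together.

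Cycling genes were called with the paper's rule (amplitude above 0.1 and correlation *p* value under 0.1 in both experiments, 48 phases, 1000000 normal random series, seeded) in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Rhythms were tested on counts with 24-h cosine and sine terms in edgeR's quasi-likelihood F test, within each salt with experiment as a term, and between the salts as the interaction with salt (2 coefficients). Differences between single times used the same tool with a group for each salt and time and no term for culture, so repeated samples of a culture were treated as independent. Figures were drawn with matplotlib 3.10.9.

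Genes were named by a rule: those the paper names by H number in its results, the 10 with the largest positive and the 10 with the largest negative log2 fold change past the test with at least 10 TPM in the salt where they are higher and the same direction in both experiments, the 2 to 4 members of each list with the largest fold change past the test, and the 5 cycling genes of largest amplitude in each salt. Values in Table S2 and in the entries of Dataset S1 and Dataset S2 used here had been seen when the rule was written. A set of 50 genes, chosen after their values were seen or to follow a statement of the paper on a gene family, was added. Some of these, such as *H1070* and *H1372*, also meet the rule. The rule and these genes give 265 genes, of which 243 passed the test and not all of which are given here. A list of the 50 and some of its genes are not reported here.

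The tests, the lists, the naming rule and the alternatives were set before the data were examined, in the sense of the deposited tables, but after the supplementary values named above had been seen, from which the 48 phases and the divisor of the cycling rule were also read. Excepted are 1 alternative, in which TPM values were rescaled by TMM factors and the amplitude was divided by the own mean of each culture, and the tests that the closing section names as chosen after the results were seen. Alternatives for the fold counts were TPM values rescaled by TMM or by median-of-ratios factors, TPM values without the 10 most abundant genes, 1 TPM added, at least 5 TPM, all 6 times, geometric means, and the threshold in both experiments. Alternatives for the test were DESeq2 1.42.0, library size without TMM, no filter, 16 libraries with time as a factor, all 6 times, the replicate number as a term, and limma on log2(TPM + 1) and log2(TPM + 0.1). Alternatives for cycling genes were division by the own mean, uniform random series, 60 phases, log2(TPM + 1), a correlation *p* value under 0.05, peak times at most 3 h apart, TMM rescaling, at least 5 TPM, LL4 left out, and edgeR's 24-h terms. Each culture was left out in turn in each analysis.

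Each step was tested on simulated counts with 200 genes changed by known amounts. The test between salts, on 3836 genes, called 97 of 100 genes at a log2 fold change of 1 and 100 of 100 at 2. The 24-h terms at 2.5 M NaCl, on 3823 genes, called 100% of 200 genes at a log2 amplitude of 1, and the cycling rule, on 3843 genes, 98%. These rhythms were exact 24-h curves of a single amplitude, so the shares do not hold for smaller or otherwise shaped changes over time.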

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

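The tests with TPM values rescaled by TMM factors or without the 10 most abundant genes, on genes with at least 100 counts, on lists near in length, on the time course of the TPM scale, with other orders of the times, of salt and time at LL4 and LL28, and on the TPM median of the mobile element list were chosen only after the results were seen.

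The effect of salt on single genes differed between times 24 h apart, which is a difference between groups under the same contrast. By a test of the interaction of salt and time with edgeR's quasi-likelihood test, the log2 fold change between the salts at LL4 differed from that at LL28 in 410 of 3828 genes at an adjusted p under 0.05, being higher at LL4 in 244 and lower in 166. The fit had no term for culture, so libraries of the same culture at both times were treated as independent. The 24-h rhythm differed between the salts in 2 genes by edgeR's test of the interaction, the DUF4278 protein gene *H0772* and the oxidoreductase gene *PCC7418_RS13130*, again a difference between groups. Other orders of the times were drawn for each salt by itself and used in both experiments of that salt. As many genes were found in 29 of 40 orders, the real one included, and 942 in the highest other order, so chance is not excluded for this count. Because the orders differed between the salts, a change over time that both salts share can also give calls in them. The highest count therefore does not tell which structure over time it reflects.

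Signals also appeared in genes that the paper does not discuss. Of 90 toxin–antitoxin genes, whose products arrest growth or block such arrest, 78 fell at 2.5 M NaCl and 4 rose by edgeR's quasi-likelihood test, with a median log2 fold change of −1.30 and a median log2 TPM ratio of −0.73 (camera, adjusted p = 4.42e-11, and adjusted p = 0.600 with an estimated correlation). Most of these genes are short, 58 of 90 under 300 bases, and genes under 300 bases had a median log2 fold change of −0.93 over all 499 tested, against 0.11 for the others. Random lists of genes near in both length and mean expression had medians from −0.76 to −0.026 (central 95% of 10000), above that of the list, so that short genes fell often, 318 of the 499, and this list lay below them. The VapC toxin gene *H0106* fell at −3.48 (SE 0.087, adjusted p = 2.72e-06), the HicB antitoxin gene *PCC7418_RS11320* at −3.18 (SE 0.18, adjusted p = 3.56e-06) and the HicA toxin genes *PCC7418_RS11315* and *PCC7418_RS18465* at −3.13 (SE 0.14, adjusted p = 3.09e-06) and −3.07 (SE 0.18, adjusted p = 4.06e-06). The 4 that rose, named after their values were seen, were *PCC7418_RS11135* at 1.31, *H1225* at 0.87, *H1667* at 0.72 and *PCC7418_RS03665* at 0.47.

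Of 15 genes of nitrate and ammonium assimilation, 11 rose at 2.5 M NaCl and 1 fell by the same test, with a median of 0.95 (camera, adjusted p = 0.00523, and adjusted p = 0.600 with an estimated correlation). The glutamate synthase small subunit gene *H1265*, whose product takes part in ammonium assimilation, rose at 2.92 (SE 0.25, adjusted p = 6.53e-06), and the P-II regulator gene *H0134*, whose product senses nitrogen state, fell at −1.74 (SE 0.11, adjusted p = 3.14e-05). The product search also put *H0328*, a folylpolyglutamate synthase (0.54), and *PCC7418_RS16075*, an ornithine acetyltransferase (1.16), both named after their values were seen, into this list.

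Of 11 genes of urea transport and urease, 7 rose and 1 fell, with a median of 0.86 (camera, adjusted p = 0.0405, and adjusted p = 0.600 with an estimated correlation). The transporter genes of UrtC, *H1467*, UrtD, *H1466*, and UrtB, *H1468*, rose at 2.54 (SE 0.19, adjusted p = 6.53e-06), 2.17 (SE 0.100, adjusted p = 5.74e-06) and 1.98 (SE 0.13, adjusted p = 8.87e-06), the UreG gene *H1514* rose at 1.62 (SE 0.023, adjusted p = 3.24e-05), and the UreF gene *H1511*, named after its value was seen, fell at −0.97 (SE 0.29, adjusted p = 0.00180).

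More genes were higher than lower at 2.5 M NaCl on the TPM scale, 75.1% of those past a log2 ratio of 1. With all libraries thinned to the same total the share was 75.1%, which decides nothing on depth, since TPM values are scaled per library and thinning moved almost no gene. Among the 3152 genes with at least 100 counts in each of 16 libraries it was 75.9%, which argues against genes with few counts as the source, and without the 10 most abundant genes, among them *H0334* and *PCC7418_RS10765*, it was 67.7%, which argues against a few abundant genes as the whole cause. With TPM values rescaled by TMM factors the share was 47.2%, so a TPM total that differs in make-up between the salts may give the excess. TMM takes most genes as unchanged, so a rise of most transcripts per cell by salt stays open as well, and RNA per cell was not analysed here.

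More genes met the cycling rule at 2.5 M than at 0.5 M NaCl, 221 against 56, and most of them peaked together. After rescaling by TMM factors 62 met it at 2.5 M NaCl, so a change of the TPM scale over time may give much of the number. The best-fit peak of the TPM scale itself was at 18 h in 1 experiment and at 18.5 h in the other. The scale, however, stayed at 1.03 and 1.02 of the culture's mean at LL28 in experiments 1 and 2. After rescaling, the 217 genes peaking from 15 to 22 h, chosen by this shape, rose less to LL16 and LL22, by a median log2 of 0.28 against 0.65. Their median change from there to LL28 was still −0.42, against −0.51. The scale may thus give part of the rise, and it leaves most of the fall that makes the shared peak. Other orders of the times gave as many genes at 2.5 M NaCl in 27 of 90 cases, the real order included, and at 0.5 M NaCl in 52 of 90, so chance is not excluded for either count. The highest other orders gave 939 genes at 2.5 M NaCl, against 221, and 305 at 0.5 M NaCl, against 56, which points to changes over time of other shapes, such as the difference of LL4 from later times. An induction by salt stays open as well for genes such as *H1120* and *H1124*, as untested.

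Genes of mobile elements, such as *PCC7418_RS19215* at −3.86 and *H1999* at −2.94, were lower at 2.5 M NaCl. The list median of −1.52 was at percentile 0 of 10000 random lists matched on mean expression, whose central 95% ran from −0.39 to 0.29, which argues against a general fall of genes of like expression, and a median log2 TPM ratio of −0.94 argues against the scaling. Whether reads shared between copies take part cannot be told apart, since only 1 member has a product text listed once, and its value of −0.76, though past the bound set for this test, is that of a single gene. A fall of these transcripts with salt is a hypothesis, found and tested on the same data.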

How the results depend on the processing

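The alternative with both TMM rescaling and division by the own mean was among the tests chosen only after the results were seen.

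Of the 265 named genes, direction and side of the threshold of edgeR's test were the same in 262 with DESeq2, 253 with library size only, 265 without a filter, 256 with 16 libraries, 260 with all 6 times and 253 to 258 with a culture left out, where the lone culture of a salt is assumed to vary like the others. On log2(TPM + 1) and log2(TPM + 0.1) with limma, 232 and 231 were the same and 7 reversed, with log2 ratios of 0.68 and 0.70 for *H0970*, 0.74 and 0.76 for *H0971*, 0.57 and 0.58 for *H1072*, 0.32 and 0.41 for *H1077*, 0.084 and 0.088 for *H1322*, 0.47 and 0.48 for *H2218* and 0.20 and 0.20 for *PCC7418_RS13075*, as the TPM scale lifts all ratios. Fold counts on TPM values rescaled by TMM or median-of-ratios factors were 786 and 797 at a log2 ratio of 1 or more, 881 and 872 at −1 or less, 164 and 167 at 2 or more and 268 and 265 at −2 or less. The other alternatives moved these counts by less than 1.5 times. The test counts were 2183 and 2197 higher and 908 and 908 lower with limma on both TPM scales, and from 1311 to 1702 higher and from 1269 to 1634 lower with the others. Cycling genes at 0.5 M NaCl numbered 19 at a correlation *p* value under 0.05, 28 with LL4 left out, 181 to 182 when 1 experiment decides alone, and 194 and 133 by edgeR's 24-h terms with and without experiment as a term. At 2.5 M NaCl they numbered 145 on log2(TPM + 1), 82 at a *p* value under 0.05, 62 with TMM rescaling, 65 with the own mean as well, 124 with LL4 left out, 370 to 478 when 1 experiment decides alone, and 34 and 121 by the 24-h terms. In both salts they numbered 2 on log2(TPM + 1), 0 at a *p* value under 0.05, 2 with LL4 left out and 20 to 24 when 1 experiment decides alone. The difference in rhythm was called in 6 genes with culture as a block, 70 with the likelihood ratio test of DESeq2, 3 with LL4 left out and 0 with any culture left out. The replicate correlation at 0.5 M NaCl was 0.991 at 5 TPM or more. The cause was not tested for these changes, except that fewer experiments or stricter limits change the counts by construction.

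With an estimated correlation, camera gave an adjusted p = 0.600 for each of the 14 lists it had called, among them cytochrome c oxidase, DNA methyltransferases and restriction, fatty acid synthesis, H+-ATPase, NAD(P)H-quinone oxidoreductase, nitrate and ammonium assimilation, one-carbon metabolism, response regulators, ribosomal proteins, sulfotransferases, toxin–antitoxin, mobile elements, and urea transport and urease. With 4 cultures this version leaves few residual degrees of freedom, and no list passed it. The loss of these calls therefore does not show that correlation between genes had made them.

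With the replicate number as a block, 1537 genes rose and 1539 fell, and *H0418*, *H0972*, *H2928* and *H3067* passed as higher and *H1849* as lower in addition to the named genes that passed without it. With experiment, which is the replicate number, dropped as a block from the 24-h terms, 19 of the named genes gained a call at 2.5 M NaCl, among them *H0532*, *H1122*, *H1124*, *H1467*, *H2085* and *H3826*, and 5 lost a call at 0.5 M NaCl, *H0002*, *H0989*, *H1054*, *PCC7418_RS13130* and *PCC7418_RS17480*. Cultures of the same number in both salts are deposited together, and whether they were grown side by side is not given in the sources used here. Their deviations correlated with r = 0.277 across genes for summed counts and 0.016 to 0.25 at single times, over 2 pairs. Depth limits genes with few counts most, and the lower depth of the 0.5 M NaCl libraries limits these on that side.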

Differences from the paper's values

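None of the paper's values that were computed here differs by the rule used, of 1.5 times and the spread of replicates, so what follows are differences in direction or in single genes. They compare the paper's TPM ratios with edgeR's quasi-likelihood test, 2 cultures against 2, for which no tests were chosen after the result was seen.

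The paper calls the CPA1 antiporter genes *H2084* and *H0870* higher, and here, at 0.16 (SE 0.18, adjusted p = 0.371) and 0.22 (SE 0.26, adjusted p = 0.293), they did not pass, while their log2 TPM ratios were 0.75 and 0.80. The paper calls the genes of the H+-ATPase strongly upregulated, and here *H0418*, at 0.54 (SE 0.40, adjusted p = 0.0845), did not pass, and its TPM ratio is 1.12. The paper names *petB* as higher, and *H3067* was at 0.44 (SE 0.18, adjusted p = 0.0525), with a TPM ratio of 1.03. It calls *H2520* to *H2524* higher, and *H2520* was at 0.0060 (SE 0.11, adjusted p = 0.975) and *H2524* at −0.21 (SE 0.19, adjusted p = 0.300), with TPM ratios of 0.60 and 0.36.

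The paper calls the CPA3 operon upregulated, and its genes *H0970* and *H0971* were at −0.021 (SE 0.10, adjusted p = 0.882) and −0.014 (SE 0.21, adjusted p = 0.940), with TPM ratios of 0.58 and 0.58. For the GB transporter genes the paper describes a tendency to increase, and among them *H2218* and *H0112* were at −0.12 (SE 0.17, adjusted p = 0.458) and 0.25 (SE 0.12, adjusted p = 0.103), with TPM ratios of 0.47 and 0.84. The M2G genes *H1077* and *H1590*, called increased in the paper, were at −0.16 (SE 0.15, adjusted p = 0.381) and 0.20 (SE 0.17, adjusted p = 0.248), with TPM ratios of 0.43 and 0.78. The paper calls *H3128* higher, and it was at 0.26 (SE 0.063, adjusted p = 0.0981), with a TPM ratio of 0.84. The paper calls *H2035* repressed, and it was at 0.24 (SE 0.17, adjusted p = 0.175), with a TPM ratio of 0.82, whereas *H2050*, the gene that Table S2 lists for this kinase, was lower, at −1.14. Of the genes named in this part so far, *H2524*, *H0970*, *H0971*, *H2218* and *H1077* change sign between the test and the TPM scale, on which the paper works, and all of these genes but *H2035* have a TPM ratio in the paper's direction.

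For cycling genes, the paper describes a higher amplitude at 2.5 M NaCl. With amplitudes divided by the mean at 0.5 M NaCl the medians were 0.447 at 2.5 M and 0.214 at 0.5 M NaCl, in the paper's direction, and with the own mean of each culture 0.201 and 0.214, for different sets of genes, while over all genes the own mean gave 0.171 at 2.5 M and 0.132 at 0.5 M NaCl, in the paper's direction. The paper describes *H1120* and *H1124* as rhythmic at 2.5 M NaCl only. The paper's rule calls both at 2.5 M NaCl only, while edgeR's test of the difference between the salts gave adjusted p of 0.324 and 0.145. For *H0469* and *H1832*, described as rhythmic at 0.5 M NaCl only, this test gave 0.357 and 0.964, while the paper's rule calls both at 0.5 M NaCl only, as the paper does. The paper's text gives 60 phases, with which 56 and 220 genes were cycling, against 56 and 221 with 48.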

Other observations

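The tests between single times and the random lists matched to lists other than mobile elements were chosen only after the first results were seen.

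Photosystem I and phycobilisome genes fell in 5 of 12 and 7 of 11 cases at 2.5 M NaCl by edgeR's quasi-likelihood test, and 0 and 1 rose, although both medians, −0.30 and −0.52, turn positive on the TPM scale, to 0.29 and 0.072. The photosystem I subunit PsaK, *H1523*, fell from 1633 ± 487 to 193 ± 17.6 CPM (SD, n = 2 cultures), a log2 fold change of −3.08 (SE 0.32, adjusted p = 1.19e-05), subunit XII, *PCC7418_RS18235*, at −2.47 (SE 0.18, adjusted p = 8.13e-06), PsaD, *H0034*, at −1.98 (SE 0.29, adjusted p = 8.54e-05) and subunit IV, *H0406*, at −1.66. Of 28 photosystem II genes, 7 rose and 10 fell, with protein I, *PCC7418_RS12080*, at −2.32, Ycf12, *PCC7418_RS14435*, at −2.14, the PsbU gene *H0148* at −2.13 (SE 0.24, adjusted p = 3.33e-05) and the q(b) protein gene *H0703* at −1.56 (SE 0.11, adjusted p = 2.84e-05), and a median of −0.33, which turns to 0.27 on the TPM scale. In the phycobilisome, the antenna of these systems, the linker gene *H1041* fell at −0.98 (SE 0.19, adjusted p = 0.00143), the allophycocyanin subunit *PCC7418_RS12715* at −0.68, and the linker gene *H0181* was the 1 that rose, at 0.84 (SE 0.049, adjusted p = 0.00124). In chlorophyll and heme synthesis 12 of 25 rose and 9 fell: the ferrochelatase *H0219*, which makes heme, rose at 2.15 (SE 0.077, adjusted p = 6.53e-06), the hydroxymethylbilane synthase *PCC7418_RS13090* at 1.82, and the oxygen-independent oxidase *H1708* and the cyclase *H1706*, on the way to chlorophyll, fell at −3.56 (SE 0.066, adjusted p = 2.72e-06) and −2.87 (SE 0.37, adjusted p = 1.71e-05), with a median of −0.013, a mean of 0.12 and a TPM median of 0.58, which differ in sign. Camera gave adjusted p of 0.232, 0.500, 0.559 and 0.508 for these lists. Over all 499 genes under 300 bases tested, 318 fell and 86 rose, with a median of −0.93, against 0.11 for the others. The photosystem, phycobilisome, RNA polymerase and hydrogenase lists were not compared with genes near in length. Whether the falls of their small subunits go with gene length was thus not tested.

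RNA polymerase core genes rose in 4 of 5 cases, with the beta subunit *H2118* at 2.21 (SE 0.28, adjusted p = 2.93e-05) and the alpha subunit *PCC7418_RS15595* at 2.09 (SE 0.17, adjusted p = 1.50e-05) and the gamma subunit *H2117* at 1.32, and the omega subunit *H1068* fell at −2.88 (SE 0.21, adjusted p = 7.13e-06) (camera, adjusted p = 0.282). Among 25 chaperone genes, 14 rose and 8 fell, with the trigger factor *PCC7418_RS16670*, which folds new proteins, at 2.21 (SE 0.069, adjusted p = 5.95e-06) and the Hsp20 gene *H0751* at −2.49 (SE 0.12, adjusted p = 6.48e-06) (camera, adjusted p = 0.293). The hydrogenase maturation genes *H1935* (HypA), *H0561* (HypE) and *H1934* (HypB) rose at 2.18 (SE 0.20, adjusted p = 1.40e-05), 1.97 (SE 0.021, adjusted p = 5.96e-06) and 1.92 (SE 0.080, adjusted p = 1.29e-05) and the chaperone gene *H0567* fell at −2.46 (SE 0.12, adjusted p = 4.56e-06), in a list with 8 of 12 higher and 2 lower (camera, adjusted p = 0.155). The mechanosensitive channel gene *H0463*, of a family that releases solutes when the membrane is stretched, rose at 2.22 (SE 0.076, adjusted p = 4.95e-06), *PCC7418_RS18225* and *PCC7418_RS15305* rose at 1.54 and 1.18 and *H1649* fell at −1.26, in a list with 9 of 18 higher and 4 lower (camera, adjusted p = 0.284).

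In edgeR's quasi-likelihood test, iron uptake and storage genes rose in 11 of 18 cases and fell in 4 (camera, adjusted p = 0.215), with the permease *H2011* at 2.50, the binding proteins for iron siderophores and Fe(3+), *PCC7418_RS17785* and *PCC7418_RS16045*, at 1.73 and 1.53, and ferrous iron transport protein A, *H0936*, at −2.08. Phosphate transport genes rose in 8 of 16 and fell in 3 (0.321), with the PstA permease *PCC7418_RS16145* at 2.18, the PstC permeases *PCC7418_RS16140* and *H1749* at 1.54 and 1.49, and the PstS protein *H0390* at −1.30. Nitrogenase and *nif* genes rose in 10 of 18 and fell in 4 (0.377), with NifS, *H1783*, at 2.03, the nitrogenase protein *PCC7418_RS18390* at 1.43, NifU, *H1784*, at −1.55 and ferredoxin III, *H1775*, at −1.29. Carboxysome and CO2 uptake genes rose in 7 of 9 and fell in 0 (0.215), with the CO2 hydration protein *PCC7418_RS17200* at 1.66, the shell proteins *PCC7418_RS17485* and *PCC7418_RS17480* (CcmK) at 1.10 and 1.07 and the carbonic anhydrase *H0002* at 0.90. Oxidative stress genes rose in 8 of 12 and fell in 1 (0.213), with the peroxiredoxin *H1550* at 2.02 and the glutaredoxins *H1730*, *H0718* and *H0837* at 1.33, 0.99 and 0.99. Gas vesicle genes rose in 5 of 8 and fell in 2 (0.333), with GvpN, *PCC7418_RS02480*, at 1.97, *H0484* and *H0488* at 1.06 and 0.92, and *PCC7418_RS13165* at −1.06. Type IV pilus genes rose in 4 of 9 and fell in 1 (0.411), with the prepilin-type protein *H1293* at 1.81, PilT, *H1054*, at 0.60 and a further prepilin-type protein, *H2076*, at −1.33.

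By the same test, CRISPR genes rose in 6 of 24 cases and fell in 13 (camera, adjusted p = 0.300), with Cmr3, *H1333*, at 2.04, Cmr2, *H1332*, at 1.96, Cas2, *H0692*, at −2.14 and *H0682* at −2.41, and a median of −0.50 that turns to 0.080 on the TPM scale. Sigma factor genes rose in 1 of 7 and fell in 2 (0.904), with RpoD, *PCC7418_RS18285*, at 0.73, SigF, *H0989*, at −1.78 and *H1536* at −0.70, a median of 0.091 and a mean of −0.14, of opposite sign. Glycogen genes rose in 2 of 5 and fell in 2 (0.871), with GlgA, *H1211*, at 1.24 and the phosphorylase *PCC7418_RS14170* at −1.92, GlgX, *PCC7418_RS18135*, at −0.84 and the adenylyltransferase *H2137* at 0.51, a median of 0.10 and a mean of −0.18, of opposite sign. Of 3 potassium transport genes, 1 fell, the channel gene *PCC7418_RS13075*, at −0.40 (0.686), with a median of −0.31 that turns to 0.28 on the TPM scale.

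The self-contained test fry, which asks whether a list changed at all in 1 direction, gave adjusted p from 0.00540 to 0.960 over the 50 lists on the same fit. The median log2 fold changes of random lists matched on mean expression ran from −0.38 to 0.24 for lists like the toxin–antitoxin genes (median −1.30), from −0.66 to 0.46 for those like the methyltransferase and restriction genes (−1.20) and from −0.86 to 0.74 for those like the sulfotransferase genes (−1.88). Between LL34 and LL10, 607 of 3828 genes differed at 0.5 M NaCl and 1139 at 2.5 M NaCl by edgeR's quasi-likelihood test, in a fit without a term for culture.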
